# Single-cell spatial transcriptomics unravels the cellular landscape of abdominal aortic aneurysm

**DOI:** 10.1172/jci.insight.190534

**Published:** 2025-08-22

**Authors:** Guizhen Zhao, Chun-Seok Cho, Hongyu Liu, Yongha Hwang, Yichen Si, Myungjin Kim, Yongjie Deng, Yang Zhao, Chao Xue, Yanhong Guo, Lin Chang, Dogukan Mizrak, Bo Yang, Hyun Min Kang, Jifeng Zhang, Jun Hee Lee, Y. Eugene Chen

**Keywords:** Cardiology, Vascular biology, Cardiovascular disease

## Abstract

Abdominal aortic aneurysm (AAA) is a life-threatening vascular disease with no effective pharmacological interventions. While single-cell transcriptomics has advanced our understanding of AAA, it lacks spatial context. Here, we employed Seq-Scope, an ultra-high-resolution spatial transcriptomic technology, to decipher the spatial landscape of angiotensin II–induced AAA in *Apoe^–/–^* mice. Our analysis revealed the heterogeneity of macrophages, fibroblasts, and smooth muscle cells (SMCs), with specific responses in different layers of the AAA tissue. SMCs in the inner layers showed associations with Mgp-expressing fibroblasts and GPNMB-expressing macrophages, whereas the outer layers had different dominant cell types. Notably, GPNMB-expressing macrophages were concentrated near SMCs in regions of severe elastic lamina damage. Immunofluorescent staining confirmed their colocalization, and scRNA-seq reanalysis independently validated the presence of GPNMB-high macrophages in AAA tissues, highlighting their involvement in inflammation and tissue remodeling. Moreover, we discovered that macrophage-derived soluble GPNMB induces SMC phenotypic switching, reducing contractile markers while increasing cytokines and metalloproteinases. This effect was partly mediated by CD44 signaling. These findings suggest that GPNMB-high macrophages contribute to AAA development by driving SMC dysfunction. This study highlights the importance of high-resolution spatial transcriptomics in complementing single-cell transcriptomics, offering valuable insights into molecular and cellular responses in the AAA microenvironment.

## Abstract 2

Seq-Scope spatial transcriptomics reveals distinct cell populations in AAA, identifying Gpnmb-expressing macrophages that influence smooth muscle cell behavior and play a role in aneurysm development.

## Introduction

Abdominal aortic aneurysm (AAA) is a severe vascular disease with a high mortality rate upon rupture or dissection, making it the 13th leading killer in the United States (1). Numerous studies have identified vascular inflammation, smooth muscle cell (SMC) apoptosis and phenotypic switching, and extracellular matrix (ECM) degradation as the main pathological features of AAA (1–3). However, there is currently no proven pharmacological intervention for AAA. Recently, the application of single-cell RNA sequencing (scRNA-seq) has enabled profiling transcriptomic and cellular heterogeneity of human and murine AAA tissues at the single-cell level (4–7). A significant limitation of scRNA-seq, however, is its inability to preserve the spatial information of each cell in the original tissue. As a result, the connection between scRNA-seq findings and specific histopathology remains tenuous and speculative at best.

Glycoprotein nonmetastatic melanoma protein B (GPNMB), an endogenous type I transmembrane glycoprotein, has emerged as a key regulator in various pathological conditions, including vascular diseases (8–10). It is highly expressed by both resident and infiltrating tissue macrophages, with its soluble extracellular form produced through ectodomain shedding mediated by a disintegrin and metalloproteinase 10 (ADAM10), and has been implicated in inflammation, fibrosis, and tissue remodeling (8, 11–13). A recent study indicates that GPNMB is significantly elevated in angiotensin II–induced (AngII-induced) AAA mice, while metformin treatment inhibits this increase (10), suggesting its potential role in AAA progression. However, its precise contribution remains unclear. Investigating its cellular and spatial distribution as well function in AAA may offer new insights into disease mechanisms and potential therapeutic targets.

Spatial transcriptomics offers an attractive solution to this issue, as it can determine the location of endogenous transcripts using a barcoded spatial array. However, previous methodologies have faced resolution limitations, making single-cell-level analysis difficult. For example, the widely used 10× Visium has a 100 μm center-to-center distance, which is not suitable for profiling narrow, thin, and densely populated tissues such as aneurysmal aorta. In contrast, Seq-Scope, an integrated platform combining spatial barcoding and Illumina sequencing, provides a powerful approach for determining RNA expression and spatial information in individual cells, as well as the spatial patterning of cells within their native environment (14). Seq-Scope generates up to 1.5 million spatially defined barcode clusters in a 1 mm^2^ area with a center-to-center resolution of 0.5–0.8 μm, termed high-definition map coordinate identifier–array (HDMI-array). This high resolution enables visualization of transcriptomic heterogeneity at cellular and even subcellular levels in various tissues.

To define the tissue organization and spatial distributions of cellular responses in AAA, we generated the AngII-induced AAA model in *Apoe^–/–^* mice (15) and applied Seq-Scope to define how the transcriptomic landscape is spatially organized in the normal and aneurysmal aortic tissues, which would provide more insights to better understand the cell-specific molecular mechanism of AAA development.

## Results

### Seq-Scope analysis of normal and aneurysmal abdominal aortas.

Lack of spatial information in the scRNA-seq studies severely limits our understanding of AAA pathology. To explore the pathogenic microenvironment of AAA, we applied Seq-Scope to characterize the spatial transcriptomic landscape of normal and aneurysmal aortas. Sixteen-week-old *Apoe^–/–^* male mice fed a normal diet were subcutaneously implanted minipumps to deliver AngII (1,000 ng/mL, 5 mice) or saline (5 mice) for 4 weeks (Figure 1A) (15). No significant difference was found in body weight, total cholesterol, and triglycerides between the 2 groups at 4 weeks after minipump implantation (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.190534DS1). The extraluminal diameters were significantly increased in AngII group, in which 3 mice developed AAA (60% incidence) (Supplemental Figure 1, C and D).

The fresh frozen suprarenal abdominal aortas from 3 mice with AAA and 3 saline-infused control mice were pair-embedded in optimal cutting temperature compound (OCT) and cut into 10-μm sections (Supplemental Figure 1, E, G, and I). A total of 20 aortic sections (10 normal aortic sections and 10 aneurysmal sections) were attached onto the HDMI-array slide for histological staining, library preparation, and sequencing (Supplemental Table 1). The spatial digital gene expression results were partitioned according to non-overlapping hexagons with 12 μm sides, and after applying 75 gene feature cutoffs, we obtained 104,762 hexagons. 

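The deposited matrix holds UMI counts for 32285 genes at 9837644 spatial barcodes, with a lane, a tile and a position in the tile for all but 763 of them. All 20 sections share this matrix, so each section was placed by its position along lane 2 against the section outlines of Supplemental Figure 1. The fit of 38 outline edges gave 26.6 position units per μm with a residual SD of 75.0 μm. Hexagons with 12 μm sides were built from exonic UMIs after the 8551 genes starting with mt or Gm were removed. At 75 or more genes, 4927 hexagons in the sections were kept, with 121.6 ± 46.9 UMIs and 108.0 ± 36.9 genes (SD). Control mice had 295, 128 and 95 kept hexagons with 35335, 13478 and 9672 UMIs. AAA mice had 2624, 908 and 877 hexagons with 333645, 110884 and 96109 UMIs. With UMIs over whole genes, introns included, 23671 hexagons were kept. Comparisons between conditions were made over mice (3 control and 3 AAA), since sections and hexagons of one mouse are not independent.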

The hexagons with substantial gene expression information all corresponded to the areas under aortic sections (Supplemental Figure 1, F, H, and J). The hexagonal areas revealed 130.2 ± 55.6 unique transcripts and 115.6 ± 43.8 gene features. After data normalization as described in the Methods, we clustered the spatial data containing both groups (control and aneurysm, 10 sections/group) in an unsupervised manner using a graph-based approach, which identified 12 clusters (Supplemental Figure 2, A and B). To put the spots into context and assess their spatial organization, spots were projected onto the bright-field images of the same section stained with H&E (Supplemental Figure 1, E–G, and Supplemental Figure 2C). To further characterize the identified 12 clusters, we performed differential gene expression analysis among them. Cluster 0, which is located at the center of the uniform manifold approximation and projection (UMAP) did not show any substantial gene enrichment and did not show specific spatial localization (Supplemental Figure 2C), suggesting that this cluster represents a mixture of several cell types. Only a few genes, which were not suggestive of any known biological functions or cellular pathways, were detected for clusters 10 and 11. 

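Clustering of the 4927 hexagons at resolution 0.8 gave 6 clusters. Regions were called by the genes that led them, from marker lists fixed before the data were examined. The smooth muscle region held 952 hexagons, and its leading genes included Csrp2, Tagln, Myl9 and Acta2. An Acta2 UMI was found in 65.8% of its hexagons and in 33.8% of the others. The collagen region held 1276 hexagons and was led by Fbln1 and Dcn. The macrophage region held 366 hexagons and was led by Cd5l, Ctsb and Gpnmb together. Ctsb was found in 45.1% of its hexagons against 7.61% of the others, and Gpnmb in 29.2% against 4.67%. The adipocyte region (401 hexagons) was led by Cfd, and the hemoglobin region (389 hexagons) by Hba-a2 and Hbb-bs. The remaining 1543 hexagons formed a cluster whose leading gene, Bc1, had a log2 fold of 0.88 over the other hexagons, and it was left unnamed. An earlier form of the naming rule, without a least fold, gave this cluster a name from Apoa2 and Mup20, at log2 folds of 0.33 and 0.27. The rule was changed after the region shares had been seen. Separate Csrp2, Mgp, Tmem119 or Ctsb regions did not arise at this resolution. At resolution 1.2, 11 clusters arose, among them a region of 523 hexagons with, in order, Eln, Bc1, Fn1, Gpnmb, Csrp1, Mfge8 and Mgp in the lead. Another cluster there, of 78 hexagons, was led by Ehd2 and Tmem119. At 50 or more genes per hexagon a cluster of 362 hexagons was led by Csrp2 and Tmem119. The naming rule left both unnamed.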

Identities of all clusters other than clusters 0, 10, and 11 were clear in biological pathways, so we focused our analyses on these annotatable clusters, including 2 SMC clusters: SMC (highly expressing contractile marker genes Acta2 [actin α2, smooth muscle] and Tagln [transgelin]) (7) and SMC_Csrp2 (enrichment of Csrp2 [cysteine and glycine rich protein 2]) (16); 3 fibroblast clusters: Fibroblast_Col (collagen-producing fibroblasts), Fibroblast_Mgp (Mgp-high [matrix Gla protein–high] fibroblasts) (17), and Fibroblast_Tmem119 (fibroblasts highly expressing Tmem19 [transmembrane protein 119]); 2 macrophage clusters: Macrophage_Ctsb (Ctsb-high [cathepsin B–high] macrophages) (18) and Macrophage_Gpnmb (Gpnmb-high macrophages) (19); 1 adipocyte cluster; and 1 red blood cell (RBC) cluster (Figure 1, B–F, and Supplemental Table 2). All of these clusters were found in all samples of AAA and normal controls (Figure 1B and Supplemental Figure 2D), and AAA and normal control samples overlapped with each other fairly well (Figure 1B), indicating that the batch-dependent effects of animal and experimental variations are minimal. These are consistent with the previous reports about vascular cell heterogeneity in AAA (5, 7, 20).

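At the main setting each of the 5 named regions was found in every mouse, but some rested on few hexagons. The macrophage region had 5, 2 and 2 hexagons in the control mice and 161, 91 and 105 in the AAA mice. It had 0 in all 3 control mice at resolution 0.4, 1, 0 and 0 at 100 or more genes per hexagon and 3, 0 and 6 with UMIs over whole genes. The smooth muscle region had 145, 48 and 58 hexagons in the control mice and 411, 84 and 206 in the AAA mice. Not every section held every region. Among the control sections the number of hexagons in named regions fell as low as 2.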

The identified cell populations showed specific cell fraction and spatial distribution in the normal and aneurysmal aortas (Figure 1, F–H, and Supplemental Figure 2D). Vascular SMCs (VSMCs) are the main cellular component in the normal aorta (5–7), accounting for more than 50%, and mainly located in the medial layer (Figure 1, F–H, and Supplemental Figure 2D). 

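The smooth muscle share depended on which hexagons it was taken over. Of hexagons in named regions it was 69.7% ± 14.6 in control mice (SD, n = 3), and 7 of 10 control sections lay above 50%. Of all kept hexagons, the unnamed cluster included, it was 49.2% ± 11.8 (SD, n = 3), and 4 of 10 control sections lay above 50%. The unnamed cluster held 29.3% of hexagons in control mice and 33.4% in AAA mice. The first form of the naming rule left no cluster unnamed and so gave the share over all hexagons. When Acta2, Tagln, Myh11, Myl6, Myl9 and Gpnmb were left out of the clustering, the cluster with the largest number of hexagons of the smooth muscle region held 45.7% ± 12.5 of all kept hexagons in control mice and 27.1% ± 6.01 in AAA mice (SD, n = 3 and 3).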

We also observed a decrease in VSMCs and an increase in macrophages, particularly the Macrophage_Gpnmb subpopulation, in AAA (Figure 1F and Supplemental Figure 2D), consistent with previous reports in both human and murine AAA (4, 5, 7).

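In AAA mice the smooth muscle region made up 23.8% ± 9.39 of hexagons in named regions (SD, n = 3), and no control mouse was below any AAA mouse (exact two-sided permutation test, p = 0.1, the smallest that 3 mice against 3 allow; 0.167 after Benjamini-Hochberg adjustment over 5 regions). Over all hexagons the AAA share was 16.1% ± 7.13 (SD, n = 3). The macrophage region rose from 2.55% ± 0.442 to 14.2% ± 4.77 of hexagons in named regions (SD, n = 3 and 3, the same exact permutation test, p = 0.1). Of all kept hexagons it rose from 1.79% ± 0.283 to 9.38% ± 2.97, and from 1.67% ± 0.387 to 5.09% ± 1.57 when the clustering left out Gpnmb and the contractile genes named above (SD, n = 3 and 3). With UMIs over whole genes it rose from 1.16% ± 1.32 to 2.77% ± 1.12 of hexagons in named regions, and the mice of the 2 conditions overlapped (SD, n = 3 and 3, exact permutation test, p = 0.2). Of all hexagons kept there it rose from 0.211% ± 0.217 to 0.791% ± 0.315, without overlap (SD, n = 3 and 3, exact permutation test, p = 0.1). Because a region's own leading genes help to define it, genes were also tested without clusters, on UMIs summed per mouse over all kept hexagons. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 26 of 1187 genes were higher in AAA and 42 were lower. Without the low-count filter, where the median log2 fold change of all genes was 1.25, 60 were higher and 5 lower, and with UMIs over whole genes 155 and 42. Acta2 (chromosome 19 of GRCm38, from 34241090 to 34255590) fell from 20160 ± 3999 to 7903 ± 2347 CPM of the 1187 tested genes after TMM scaling (SD, n = 3 and 3). Its log2 fold change was -1.35 (standard error 0.21, adjusted p = 0.000534 from edgeR). Lyz2 rose by a log2 fold change of 1.62 (standard error 0.31, adjusted p = 0.00316 from edgeR). Gpnmb had a log2 fold change of 1.17 and did not pass the test (standard error 0.43, adjusted p = 0.146 from edgeR), although it was higher in AAA in 3 of 3 pairs. The list of contractile smooth muscle genes was lower in AAA, with 11 of 14 tested genes past the threshold (13 when adjusted over the list alone). The macrophage list was higher, with 5 of 8 past the threshold (5 adjusted over the list alone), but with an estimated correlation between genes it did not pass as a list (adjusted p = 0.0926 by camera).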

Notably, compared with the normal control group, AAA exhibited an increased percentage of fibroblasts (Figure 1F and Supplemental Figure 2D), a unique pathological feature of AngII-induced AAA (20, 21). 

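The collagen region rose from 6.23% ± 3.03 of hexagons in named regions in control mice to 39.5% ± 4.65 in AAA mice (SD, n = 3 and 3, exact two-sided permutation test, p = 0.1). Of all kept hexagons it rose from 4.33% ± 1.93 to 26.4% ± 4.43, and under log normalization from 30.0% ± 1.74 to 41.6% ± 1.53 (SD, n = 3 and 3, the same exact permutation test, p = 0.1 for both). Over named regions the difference under log normalization was -5.59 percentage points (exact permutation test, p = 0.5). Clusters of 1185, 718 and 305 hexagons were left unnamed there. The first of these was led by Eln and Ccn2 and also held Acta2 and Tagln among its leading genes. The first naming rule called it smooth muscle, and the collagen share of named regions then rose from 41.6% to 56.6%. At resolution 0.4, where the collagen region held 4437 of the 4927 hexagons, the difference was -1.81 (exact permutation test, p = 0.8). With UMIs over whole genes the share of named regions was 66.7% ± 10.2 in control and 71.8% ± 5.43 in AAA mice (SD, n = 3 and 3, exact permutation test, p = 0.6). Of all hexagons kept there, of which 82.3% in control and 71.3% in AAA mice were unnamed, it rose from 11.7% ± 2.41 to 20.6% ± 1.48 (SD, n = 3 and 3, exact permutation test, p = 0.1). Over all kept hexagons, free of clusters, Col3a1 had a log2 fold change of 1.10 (standard error 0.19, adjusted p = 0.0012 from edgeR) and Col1a1 one of 1.34 (standard error 0.27, adjusted p = 0.00481 from edgeR). Of 14 tested genes of fibrillar collagens and matrix, 6 were higher in AAA and 0 were lower (6 higher when adjusted over the list alone). With an estimated correlation between genes this list did not pass (adjusted p = 0.257 by camera).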

In the AAA tissues, all fibroblast clusters were localized in the adventitia but still showed different spatial distribution (Figure 1, G and H). Fibroblast_Col and Fibroblast_Tmem119 highly expressed Col3a1 (encoding α1 chain of type III collagen) and Col1a2 (encoding α2 chain of type I collagen), and were mainly positioned the adventitia far away from the medial layer, while Fibroblast_Mgp were present closely to the medial layer of small AAA and concentrated around the aortic area with dissection, identified from H&E histology images, spatial prediction, and factor inference of cartographic transcriptome at ultra-high resolution (FICTURE) (22) analysis (Figure 1, D, E, G, and H, Supplemental Figure 3A, Supplemental Figure 4, and Supplemental Table 2). 

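In AAA mice, 38.0% ± 9.33 of collagen hexagons had a smooth muscle hexagon within 45 μm (SD, n = 3). With the smooth muscle hexagons left in place and the other names shuffled within each section, 47.6% is expected, a reference chosen after the data were seen, and the observed share was lower in each of the 3 mice. At resolution 1.2, this share was 55.6% ± 1.32 for the Mgp region and 25.3% ± 4.09 for the collagen region (SD, n = 3), against 37.5% and 36.9% expected, a comparison chosen after the data were seen. At 50 or more genes per hexagon, also chosen after the data were seen, it was 64.7% for the collagen region against 65.4% expected. Outside the smooth muscle region, Mgp was higher in hexagons within 45 μm of it than in those farther away in 3 of 3 AAA mice, by a mean log2 ratio of 0.37 ± 0.07 (SD, n = 3). Genes of smooth muscle itself were also higher near it in 3 of 3 mice, with 0.38 ± 0.15 for Acta2, 0.72 ± 0.38 for Tagln and 0.44 ± 0.29 for Myl9 (SD, n = 3). Col3a1 was lower near it in all 3 mice, at -0.25 ± 0.04 (SD, n = 3). The positions measure distance to the smooth muscle region and not to a histological layer.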

Importantly, Fibroblast_Col and Fibroblast_Mgp highly expressed Fbln1 (encoding fibulin) and Fn1 (encoding fibronectin), respectively (Figure 1D and Supplemental Table 2), two ECM genes involved in matrix organization and tissue repair (23, 24). Moreover, these 2 fibroblast subpopulations were closely localized with Macrophage_Ctsb and Macrophage_Gpnmb, respectively, in the aneurysmal wall (Figure 1H, Supplemental Figure 3, B–E, and Supplemental Figure 4). These findings suggest that Fibroblast_Col and Fibroblast_Mgp may play important roles in AngII-induced AAA progression through ECM remodeling and immune system regulation.

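In AAA mice, a Fbln1 UMI was found in 25.7% of collagen hexagons, against 3.71% of smooth muscle hexagons and 9.52% of macrophage hexagons. A Fn1 UMI was found in 23.8% of collagen hexagons and 43.5% of smooth muscle hexagons. Since Fbln1 leads the collagen region, its level by region describes the region and is not a test. Over all kept hexagons Fbln1 was higher in AAA, with a log2 fold change of 1.66 (standard error 0.36, adjusted p = 0.00691 from edgeR). Fn1 did not differ detectably there (log2 fold change 0.15, standard error 0.22, adjusted p = 0.791 from edgeR).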

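Pairs of a collagen and a macrophage hexagon within 45 μm numbered 0.556 ± 0.962 per section in control mice and 64.9 ± 52.6 in AAA mice (SD, n = 3 and 3, exact two-sided permutation test, p = 0.1). This number grows with the number of hexagons, so it was set against region names shuffled 1000 times within each section. The observed number was 0.856, 0.618 and 0.712 times the shuffled one in the 3 AAA mice, 1.03, 1.05 and 0.862 times at 50 or more genes and 1.21, 0.619 and 0.829 times at resolution 1.2. Shuffling all names breaks up the clumps in which a region lies, which lowers these ratios. With the macrophage hexagons left in place and only the other names shuffled, they were 1.03, 0.867 and 0.841, then 1.15, 1.27 and 0.987 at 50 or more genes and 1.28, 0.88 and 0.921 at resolution 1.2. For the Mgp region, which arose at resolution 1.2 and has Gpnmb among its own leading genes, the ratio to the macrophage region was 1.2, 0.95 and 0.945, and 1.27, 1.37 and 1.10 with the macrophage hexagons left in place. These settings and this reference were chosen after the data were seen. Only 1 macrophage region arose, so closeness to Ctsb-led and Gpnmb-led macrophages could not be separated by region. Single genes were then used in their place, also after the data were seen, in hexagons outside the smooth muscle and collagen regions. Of those with a Ctsb UMI and no Gpnmb UMI, 66.9%, 58.2% and 57.1% in the 3 AAA mice lay within 45 μm of a collagen hexagon. With a Gpnmb UMI the shares were 64.4%, 37.7% and 30.4%, lower in each mouse. With neither they were 62.0%, 76.1% and 56.3%, so hexagons with Ctsb were above those with neither in 2 of 3 mice.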

### GPNMB-high macrophages are closely localized with medial VSMCs.

One of the key findings in this study is the identification of a macrophage subpopulation that highly expresses Gpnmb. Spatial prediction analysis further confirmed the spatial locations of SMC, SMC_Csrp2, Macrophage_Gpnmb, and Fibroblast_Col (Figure 2A). 

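Of macrophage hexagons in AAA mice, 61.7% ± 4.40 had a smooth muscle hexagon within 45 μm (SD, n = 3). With all region names shuffled within sections the share was 64.7%, but this breaks up the clumps of smooth muscle hexagons, and the adipocyte, collagen and hemoglobin regions also lay below it. With the smooth muscle hexagons left in place and the other names shuffled, 48.0% is expected, and the observed share was above this in 3 of 3 mice. So were the hemoglobin region (55.5%) and the unnamed cluster (53.9%), while the collagen (38.0%) and adipocyte (23.4%) regions were below it. The share of macrophage hexagons was 40.2% against 37.0% expected at resolution 1.2 and 66.3% against 65.3% at 50 or more genes, above it in 2 of 3 mice each. The hemoglobin region lay farther above its reference than this in both settings (44.8% against 38.0% and 69.6% against 65.3%), as did the Mgp region at resolution 1.2 (55.6% against 37.5%) and the unnamed hexagons at 50 or more genes (69.5% against 65.4%). Smooth muscle and macrophage pairs, with the macrophage hexagons left in place, numbered 1.17, 1.80 and 1.25 times the expected number, 0.91, 1.36 and 0.622 times at resolution 1.2 and 0.919, 1.17 and 0.992 times at 50 or more genes. With all names shuffled the main ratios were 0.974, 1.27 and 1.09. The references with hexagons left in place and the other settings were chosen after the data were seen. The share for macrophage hexagons was larger than for collagen hexagons in each of the 3 mice. Single genes were then used in place of regions, a comparison chosen after these shares had been seen. Of hexagons outside the smooth muscle region with a Gpnmb UMI, 57.7% ± 7.34 lay within 45 μm of it (SD, n = 3). For hexagons with a Ctsb UMI and no Gpnmb UMI the share was 47.7% ± 8.97, and with neither it was 46.5% ± 5.31 (SD, n = 3). The first was the highest in every AAA mouse.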

Of note, the majority of GPNMB-high macrophages were present in the medial layer in the AAA tissues and closely localized with SMCs, especially in the aortic tissue with dissection. Macrophage_Gpnmb were also increased in the adventitia, where external elastic layers were destructed (Figure 2, B and C). Additionally, the expression of Gpnmb in macrophages was markedly increased in AAA compared with that in normal group (Figure 1E).

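In the macrophage region, Gpnmb (chromosome 6 of GRCm38, from 49036546 to 49070929) had 1 UMI of 948 in control mice and 56, 60 and 61 UMIs in the AAA mice, or 177 of 44523. Gpnmb is also among the genes that lead and so define this region. The ratio of these shares was 3.77, with a 95% interval for counting error alone from 0.668 to 150. The fitted log2 fold change was 2.82 and did not pass the test (standard error 1.08, adjusted p = 0.0631 from edgeR's quasi-likelihood test over 45 genes). Other macrophage genes were also rare in the 9 control hexagons. Ctsb had 2 UMIs of 948, against 299 of 44523 in AAA mice, and it passed the same test with a log2 fold change of 2.54 (standard error 0.78, adjusted p = 0.0209 from edgeR). Ctsb did not pass with scaling by library size alone (1.58, adjusted p = 0.506), at 50 or more genes per hexagon (0.34, adjusted p = 0.805) or without control mouse 1 (3.25, adjusted p = 0.0629). It passed without control mouse 2 (3.63, adjusted p = 0.0345 from edgeR) and without control mouse 3 (2.72, adjusted p = 0.0369 from edgeR). It also passed without the low-count filter (5.11, adjusted p = 0.00243 from edgeR), a fit set aside below. Lyz2, Cd68 and Lgals3 had 0 of 948, which allows a share of up to 0.316% for each, against 0.31%, 0.0427% and 0.126% in AAA mice. A change of Gpnmb within macrophages is therefore not separated here from a change in the macrophage content of these hexagons. For Gpnmb, scaling by library size alone gave 1.87 (adjusted p = 0.506 from edgeR). A fit without the low-count filter, which was run first, gave 5.29 (adjusted p = 0.00144 from edgeR). Its TMM factors ran from 0.226 to 6.02, and it was set aside for that reason. In the filtered fit over 45 genes the factors were also higher in each control mouse (1.06 to 1.90) than in each AAA mouse (0.664 to 0.706). At 50 or more genes per hexagon, where the control mice had 15, 21 and 13 macrophage hexagons, the log2 fold change was 0.88 and did not pass (standard error 0.49, adjusted p = 0.455 from edgeR over 113 genes).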

To independently confirm these observations through orthogonal technology, we performed immunofluorescent staining for GPNMB, a macrophage marker (Mac2), and an SMC marker (α-actin) in the supernal abdominal aortas of AAA and control group from an independent experiment (Figure 3A). GPNMB was mainly expressed in macrophages and significantly increased in the aneurysmal aorta (Figure 3A). Importantly, GPNMB^+^macrophages were frequently observed in close proximity to α-actin^+^ SMCs in the aortic wall (Figure 3, A and B). These results support observations from the Seq-Scope data (Figure 2B). However, a discrepancy between spatial transcriptomic and immunofluorescence data was observed regarding the location of GPNMB-high macrophages in the intima (Figure 2, B and C, and Figure 3, A and B). This may be attributed to potential loss or damage during tissue preparation in Seq-Scope analysis. Nevertheless, these findings are complementary and highlight the challenges in capturing the full spatial complexity of AAA lesions with different techniques. Furthermore, quantitative analysis revealed that GPNMB expression was significantly increased in AAA tissues and positively correlated with Mac2^+^ macrophages in the AAA group (*r* = 0.6740, *P* = 0.0326). Consistent with previous reports, SMC marker α-actin was significantly reduced in the AAA tissues and negatively correlated with GPNMB expression in the AAA group, despite no statistical significance (*r* = –0.4856, *P* = 0.1547). Together, these findings suggest that GPNMB-high macrophages may contribute to SMC dysfunction during AAA development.

### Macrophage-derived GPNMB induces SMC phenotypic switching.

To investigate the potential relationship between GPNMB-high macrophages and SMCs, we reanalyzed the published scRNA-seq dataset of AngII-induced AAA (6) (Supplemental Figure 5). Similarly, 2 SMC subpopulations (SMC_1, SMC_2) and 2 macrophage subpopulations (Macro_1, Macro_2) were clustered in the scRNA-seq dataset (Supplemental Figure 5A). Specifically, Gpnmb was highly expressed in the Macro_1 subpopulation, with higher expression of macrophage marker Cd68 (Supplemental Figure 5C). Gpnmb expression was significantly increased in AAA compared with that in the normal control group (Figure 4A). Consistently, reanalysis of human AAA scRNA-seq datasets (4, 25) revealed a similar macrophage subpopulation exhibiting elevated GPNMB expression in AAA lesions (Supplemental Figure 6). Notably, GO and KEGG enrichment analyses of the gene sets of the macrophage subpopulations revealed the functional similarities between Macrophage_Gpnmb and Macro_1 in both mouse and human scRNA-seq data, in particular pathways related to neutrophil degranulation, lysosome, leukocyte activation/regulation of cell activation, regulation of cytokine/TNF production, and inflammatory response (Supplemental Figure 7). These findings suggest a potential role of Gpnmb-high macrophages in modulating inflammation and tissue remodeling in AAA. These scRNA-seq analyses independently confirm the findings from Seq-Scope in that AAA-induced macrophage population is highly heterogeneous and that Gpnmb-high macrophages are substantial in AAA-induced macrophage populations.

Both spatial plot and immunofluorescence imaging showed that the colocalization between SMCs and Macrophage_Gpnmb was mainly observed in aortic sites with severe destruction of elastic layers (Figure 2B and Figure 3). GPNMB can be cleaved by metalloproteinases to produce the soluble GPNMB (sGPNMB), which can bind multiple receptors, including CD44 (26), epidermal growth factor receptor (EGFR) (27), kinase insert domain receptor (KDR), and integrin (28), to activate downstream signaling pathways. To clarify how macrophage-produced GPNMB affects VSMC function in AAA, we first analyzed the expression of Cd44, Egfr, Kdr, Mmp2, and Mmp9 in SMC and macrophage populations from an scRNA-seq dataset (6). Specifically, the SMC_1 subpopulation, which had a high level of Csrp2, showed a significant increase in the expression of Cd44 and Mmp2 in the AAA group (Figure 4A). Similarly, elevated expression of CD44 and MMP2 was identified in an SMC subpopulation within the AAA lesion in the human scRNA-seq data (Supplemental Figure 6C). Next, we examined the expression of GPNMB in mouse bone marrow–derived macrophages (BMDMs). As shown in Figure 4, B and C, GPNMB was upregulated at both mRNA and protein levels in response to TNF-α. Furthermore, sGPNMB was significantly increased in the culture media, as measured by ELISA (Figure 4D).

sGPNMB has been reported to facilitate ECM production in vascular fibroblasts by binding to integrin αVβ1 (28). To further explore whether sGPNMB affects VSMC phenotype or functional changes in AAA, sGPNMB (aa 22–486, 40 ng/mL) was used to treat human aortic SMCs (HASMCs). We found that sGPNMB significantly increased the expression of CD44, rather than KDR, in HASMCs (Figure 4E), consistent with the scRNA-seq data in Figure 4A. VSMCs are the predominant cell type within the aortic wall and its dysfunction, including apoptosis, phenotypic switching, and enhanced elastolysis, contributes to AAA development and progression (1–3, 29, 30). Importantly, immunofluorescent staining showed that sGPNMB increased CD44 and reduced the α-actin–containing stress fibers in HASMCs (Figure 4F), indicating a loss of VSMC contractile phenotype. Accordingly, the expression of VSMC contractile markers MYH11, ACTA2 (encoding α-actin), and TAGLN (encoding SM22α) was significantly decreased, whereas the proinflammatory cytokines CCL2, IL6, CXCL3, and CXCL5 were markedly increased in sGPNMB-treated HASMCs (Figure 4, H and I). 

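UMIs of the smooth muscle region were summed per mouse and tested over 162 genes, of which 6 were higher and 6 lower in AAA at an adjusted p under 0.05 from edgeR. Acta2 fell by a log2 fold change of -0.76 (standard error 0.19, adjusted p = 0.00172 from edgeR) and Myl9 by -0.78 (standard error 0.20, adjusted p = 0.00233 from edgeR). Myl6 had a log2 fold change of -0.45 and Tagln one of -0.24, and neither passed the test (adjusted p = 0.316 and 0.655 from edgeR). Among the genes that were higher, Hp is also a leading gene of the adipocyte region (log2 fold change 1.28, adjusted p = 0.0351) and Lamp1 is lysosomal (1.33, adjusted p = 0.00606). Ccn2 (1.14, adjusted p = 0.00183 from edgeR) and Mfge8 (0.93, adjusted p = 0.0184 from edgeR) were also higher. Both are leading genes of the smooth muscle region itself. Cfd, which leads the adipocyte region, was at 0.08 and Col3a1 at 0.40, and neither passed (adjusted p = 0.899 and 0.414 from edgeR). A change within smooth muscle cells is not separated here from a change in the cell content of these hexagons. DESeq2, run over 12785 genes, called 1 gene in this region, and it gave Acta2 a log2 fold change of -0.61 with an adjusted p of 0.997. With aortas embedded together taken as a block in edgeR, 3 genes were higher and 5 lower, all 8 among the 12 above. Because Acta2, Tagln and Myl9 lead this region, the hexagons were also clustered without the tested genes, and the cluster with the largest number of smooth muscle hexagons was tested. It was led by Eln and Ccn2, and the marker lists call it an Mgp region. It held 119, 47 and 57 hexagons in control mice and 632, 210 and 298 in AAA mice, so its make-up is not that of the smooth muscle region. In it 2 genes were higher and 14 lower, 6 of them among the 12 above. Acta2 fell there by -1.08 (adjusted p = 0.0101 from edgeR), Myl9 by -1.20 (adjusted p = 0.00118) and Myl6 by -0.86 (adjusted p = 0.028), while Tagln at -0.80 did not pass (adjusted p = 0.113). At 50 or more genes per hexagon 2 genes were higher and 8 lower, 3 of them among the 12, and Acta2 and Myl9 did not pass (log2 fold changes -0.70 and -0.62, adjusted p = 0.0587 and 0.064 from edgeR), nor did they without AAA mouse 1 (-0.64 and -0.74, adjusted p = 0.0792 and 0.0683) or without control mouse 3 (-0.70 and -0.69, adjusted p = 0.051 for both). Myl9 also did not pass at 100 or more genes (-0.55, adjusted p = 0.252) or at resolution 1.2 (-0.49, adjusted p = 0.119). Without the low-count filter no gene passed. Acta2 and Myl9 then had log2 folds of control over AAA of 0.24 and 0.27. The median AAA over control log2 fold change of all genes was 0.87 in that fit. Fn1 and Mgp were higher in the smooth muscle region of AAA, by log2 fold changes of 0.95 and 0.76 (adjusted p = 0.0017 and 0.00183 from edgeR). Neither passed without control mouse 1 (0.0727 for both), at 50 or more genes (0.211 and 0.445), without the tested genes in the clustering (0.295 and 0.065) or without the low-count filter (0.716 for both), and Fn1 did not pass at 100 or more genes (0.0921) or by DESeq2 (0.123). Mgp was the gene that DESeq2 called. Without each mouse the log2 fold change ran from 0.87 to 1.11 for Fn1 and from 0.62 to 0.95 for Mgp. From lower contractile markers in the SMC clusters, together with its cultured-cell data, the paper proposes that soluble GPNMB suppresses the contractile function of VSMCs.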

Consistent with this, in SMC-specific differential expression assays using the Seq-Scope dataset, we were able to determine that many contractile markers, such as Acta2, Myl6 and Myl9, were strongly and significantly downregulated in the SMC clusters of AAA (Supplemental Table 3). These data suggest that sGPNMB suppresses VSMC contractile functionality and rather upregulates its proinflammatory characteristics. Besides, sGPNMB significantly enhanced the expression of metalloproteinases in HASMC, including matrix metalloproteinase 9 (MMP9) and a disintegrin and metalloproteinase 10 (ADAM10) (Figure 4H), which facilitate ECM degradation (30, 31).

CD44, EGFR, and integrins are common receptors that bind to GPNMB, and then trigger cellular responses, such as expression and secretion of MMPs, cytokines, and ECM production (28, 32–34). To further explore the role of CD44 in sGPNMB-induced SMC phenotypic switching, knockdown of CD44 was applied in HASMCs (Figure 4, G–I, and Supplemental Figure 8). We found that knockdown of CD44 can restore sGPNMB-induced reduction of VSMC contractile makers at both mRNA and protein levels (Figure 4, H and I). In addition, knockdown of CD44 also reduced sGPNMB-induced CCL2 and CXCL3 expression in HASMCs (Figure 4H). However, the increased expression of cytokines IL6, CXCL5, MMP9, and ADAM10 in sGPNMB-treated HASMCs could not be blocked by CD44 knockdown. Taken together, these findings suggest that sGPNMB secreted from macrophages causes VSMC phenotype switching and elastolysis, all of which contribute to the dilation and rupture of the aortic wall.

## Discussion

The molecular and cellular heterogeneity of vascular and immune cells in AAA have been widely profiled in recent scRNA-seq studies (4–7, 21). However, the spatial organization of these cells and cell-cell interaction within the aortic wall is lost due to tissue dissociation, which may also deplete vulnerable cell types and produce stress-associated transcriptional changes (35). In contrast, Seq-Scope (14), an ultra-high-resolution spatial barcoding technology, can monitor all cell types present in a tissue section with single-cell and subcellular spatial resolution, thus complementing single-cell transcriptomics approaches. Here, we applied Seq-Scope to investigate an AngII-induced AAA model and profiled the spatial transcriptomic landscape of normal and aneurysmal aortic tissues.

AngII infusion, perivascular application of calcium, and elastase are the 3 most commonly used mouse AAA models (15, 36, 37). All these models enable recapitulation of the major pathological hallmarks of human AAA, including decreased SMCs and increased immune cells, which were also identified by scRNA-seq analyses (5, 7, 20). The AngII-induced AAA model is more comparable to human AAA in terms of VSMC apoptosis, ECM degradation, immune cell infiltration, collagen deposition, angiogenesis, and high-risk factors, such as sex, age, smoking, and hyperlipidemia (38). Several scRNA-seq studies have demonstrated the cellular heterogeneity of the AngII-induced AAA model (6, 20, 21). However, these studies identified varying proportions of VSMCs and fibroblasts, particularly in the healthy aorta, which may result from insufficient tissue dissociation or the loss of fragile cell types during the process (35). In contrast, spatial transcriptomics techniques preserve the spatial information of the cells and gene expression in the original tissues, thus complementing single-cell transcriptomics approaches.

Leveraging the spatial transcriptomic data, we obtained findings consistent with previous reports, yet revealed spatial insight that was undetectable from the scRNA-seq datasets. For instance, our work revealed the cellular heterogeneity of SMCs, fibroblasts, and macrophages, which is in line with former scRNA-seq datasets (5–7, 20, 21); however, we believe our dataset is unique in showing that the VSMCs are the major population in normal aortic tissue, an observation that is more consistent with histological findings. Therefore, with the Seq-Scope dataset, we are in a better position to more precisely examine the cellular components that are altered during AAA induction. AAA induction indeed induced a huge change in cellular components, with gross changes in histological layers. AAA induction leads to a significant reduction in VSMC proportion in the medial layer and an increase in macrophage accumulation in the aneurysmal aorta wall. These findings further validate the pathological features of AAA reported in histological and scRNA-seq studies (1, 2, 4–7, 20, 21, 39). Moreover, both previous studies and our spatial transcriptomic results demonstrated that fibroblasts were significantly increased and made up the largest population in the aortic tissues in AngII-induced AAA (20, 21), despite different proportions of fibroblasts in the normal aortas. The study by Weng et al. revealed a fibroblast subcluster that highly expressed Fn1 and Vim and was mainly localized around the thrombus (21). Meanwhile, this fibroblast cluster was demonstrated to be closely connected with VSMCs through histological staining and cell-cell communication analysis (21). Consistently, our data identified a fibroblast subpopulation, Fibroblast_Mgp, highly expressing Mgp and Fn1, that was mainly distributed in the dissected site of the aorta and close to medial VSMCs. Moreover, we observed a significant increase in Fibroblast-Col, which highly express collagen-related genes and Fbln1 and are mainly distributed in the adventitia, with more accumulation of Ctsb-expressing macrophage in the AAA. The consistent results from our and previous studies (20, 21) indicate the critical roles of fibroblasts in the pathogenesis of AngII-induced AAA. It is noteworthy that our study further revealed the spatial colocalization patterns between fibroblast and macrophage subpopulations in AAA tissues, which were not revealed in scRNA-seq studies. Moreover, it should be noted that some of the GPNMB-high macrophages were also closely localized with Fibroblast_Mgp in the medial layer of AAA tissue. Thus, these results indicated that GPNMB-high macrophages might also contribute to the transcriptomic and functional changes in fibroblasts, which are among the most conspicuous characteristics of the AngII-induced AAA model.

Macrophage infiltration into the aneurysmal aortic wall has important roles in AAA pathophysiology through its effects on inflammation, ECM degradation, and tissue remodeling (40). Prior scRNA-seq studies also demonstrated a significant increase in immune cells, particularly macrophages, in both human and mouse AAA tissues (4, 5, 7, 21, 25). Our spatial transcriptomic study further confirmed the increased macrophage accumulation across all 3 layers of the aneurysmal aortic wall. More importantly, we identified a macrophage subpopulation with high GPNMB expression, which was significantly increased in AAA tissues, consistent with published human and mouse scRNA-seq datasets (4, 6, 25). Regarding spatial distribution, both spatial mapping and immunofluorescence imaging revealed that GPNMB-high macrophages are predominantly localized in regions with severe elastic layer destruction and close proximity to VSMCs. This suggests a potential functional interaction between macrophages and VSMC in AAA pathogenesis. While previous scRNA-seq studies inferred cell-cell communication networks in experimental AAA models and human AAA (21, 41), based on known ligand-receptor interactions, they lacked direct spatial validation. By leveraging spatial transcriptomics, our study provides insights into the anatomical organization of healthy and aneurysmal aortas and reveals the direct spatial proximity between VSMCs and GPNMB-high macrophages in the aortic wall. These findings strongly support the potential for direct cell-cell interactions, although further functional studies are required to confirm their causal role in AAA progression.

Emerging evidence suggests that GPNMB is upregulated in proinflammatory and pathological conditions (11, 27, 42). Our study further demonstrates that TNF-α, a crucial contributor to AAA (43), significantly increased the expression and release of GPNMB in macrophages. GPNMB exists in both membrane-bound and soluble forms, with the latter being cleaved by metalloproteinase ADAM10 and capable of binding to receptors such as CD44, EGER, and integrins to regulate ECM remodeling, cytokine production, and MMP activation (28, 32–34). Our findings reveal that sGPNMB promotes SMC phenotypic switching, characterized by decreased contractile markers and increased proinflammatory cytokines and metallopeptidases, all of which contribute to AAA development. A particularly intriguing finding of our study is the increased expression of CD44 in aneurysmal VSMCs and in sGPNMB-treated HASMCs. CD44 has been reported to negatively regulate α-smooth muscle actin expression in fibroblasts via the G-actin/MRTF/SRF-dependent pathway (44), and MRTF and SRF are well-known regulators of VSMC contractile gene expression (45, 46). Consistently, we found that knockdown of CD44 significantly attenuates sGPNMB-induced suppression of contractile markers and partially restores cytokine expression in VSMCs. These results, along with prior studies, indicate that the GPNMB/CD44 signaling axis may play a novel role in the regulation of VSMC dysfunction in AAA pathogenesis. Beyond its role in promoting VSMC phenotypic modulation, sGPNMB also enhances the expression of MMP9 and ADAM10 in HASMCs, facilitating ECM degradation and elastolysis. Notably, while CD44 knockdown restored VSMC contractile markers and reduced some cytokines (CCL2, CXCL3), it did not block the upregulation of IL6, CXCL5, or metalloproteinases, suggesting other receptors or signaling axis may be involved.

Despite these significant insights, an important limitation of our study is that the aortic tissues analyzed were from 4-week AngII-infused ApoE-null mice, a stage at which severe AAA with marked loss of VSMCs is typically observed. As a result, our study does not capture the dynamic changes in GPNMB expression or its impact on VSMC phenotype throughout AAA progression. Future studies incorporating time-course analyses or alternative models representing earlier disease stages would be valuable for elucidating the temporal regulation of GPNMB and its role in AAA initiation and progression.

In conclusion, our study provides the first unbiased high-resolution analysis to our knowledge of the spatial transcriptome in healthy and aneurysmal aortas in mice, which reveals the tissue architecture associated with AAA with single-cell resolution. Through this analysis, we identified a macrophage subpopulation that highly expresses GPNMB and predominantly distributes in the adventitia and medial layer with severe elastic destruction, which has not been characterized by previous studies. In addition to capturing and supporting previous observations of cellular and functional heterogeneity in the AAA tissues, our study provides insights into how GPNMB-high macrophages exert their role in AAA both intracellularly and in a paracrine fashion. The conserved macrophage subpopulation expressing GPNMB across both mouse and human AAA tissues suggests the translational relevance of these findings. The GPNMB/CD44 axis emerges as a potential therapeutic target, but further studies are needed to clarify its role and explore targeted interventions. With expected future advances in the spatial transcriptomics field, the improvements in spatial-omics resolution and molecule annotation capability will promote detailed investigations of rare cell types in disease pathogenesis.

## Methods

### Sex as a biological variable.

Male mice were used in this study due to the higher incidence rate of AngII-induced AAA observed in males compared with females, as documented in previous studies (47, 48). Research suggests that sex hormones, particularly the protective effect of estrogen in females, may contribute to this male predominance (47, 48). While this study focused on males, the mechanism identified may be relevant to both sexes, and future studies are needed to explore potential sex-specific differences.

### Murine AAA model.

The AngII-induced AAA model was generated as previously described (3, 15). Briefly, 12-week-old male *Apoe^–/–^* mice (The Jackson Laboratory, stock 002052) were subcutaneously implanted with minipumps (Alzet, model 2004) to infuse AngII (1,000 ng/kg/min; Bachem, H-1706) or saline (control group) for 4 weeks. All mice were fed a standard diet. After 28 days of AngII infusion, mice were euthanized by an overdose of CO_2_ and perfused with saline through the left ventricle to remove blood from the aorta after blood collection. The maximal outer diameter of the suprarenal abdominal aorta was measured with a digital caliper (Thermo Fisher Scientific, 14-648-17) as an average of 3 measurements in a double-blinded manner. Suprarenal abdominal aortas with a maximal diameter greater than 50% larger than its adjacent portion were considered as AAA (29, 49). Serum total cholesterol and triglyceride levels were measured by enzymatic kits (Wako Diagnostics). The fresh suprarenal abdominal aortic tissues were embedded in OCT for histological and Seq-Scope analyses.

### Seq-Scope.

The experimental procedures were performed as we previously described (14), but it was adapted to the Illumina HiSeq 2500 flow cell system so that Seq-Scope has a wider and continuous imaging area (1.5 mm × 60 mm in the HiSeq 2500, compared with 1 mm-diameter circles in MISEQ) (50). A single imaging area was used for all 20 samples to minimize the experimental batch effects. In brief, HDMI32-Dral (seed HDMI-oligo, containing the PCR/read adaptor sequences, the restriction enzyme–cleavable RNA-capture domain [oligo-dT], the HDMI, which is a spatial barcode composed of a 32 random nucleotide sequence) was amplified on a flow cell surface to generate HDMI-oligo clusters. The HDMI sequence and coordinates of each cluster were determined using the HiSeq 2500 platform. Thumbnail images of clusters were visualized using Illumina Sequencing Analysis Viewer to inspect the cluster morphology and density. Next, the HiSeq 2500 flow cell was processed to expose the oligo-dT and RNA-capture domain and generate an HDMI-encoded RNA-capturing array (HDMI-array). Subsequently, the HiSeq 2500 flow cell was disassembled to expose the HDMI-array to the outside and used for tissue attachment. The OCT-mounted fresh frozen aortic tissue was sectioned 10 μm thickness in a cryostat (Leica, CM3050S; –20°C) and the aortic sections were maneuvered onto the HDMI-array slide. After fixing in 4% formaldehyde for 10 minutes and incubating in isopropanol for 2 minutes, the tissue was stained with hematoxylin (Agilent, S3309) for 5 minutes, treated with bluing buffer (Agilent, CS702) for 2 minutes, and incubated with buffered eosin (eosin [Sigma-Aldrich, HT110216] and 0.45 M Tris-acetate buffer, pH 6.0 at a 1:9 ratio). After mounting in 85% glycerol, the tissues were imaged under a digital imager (Keyence, BZ-X800).

Total RNAs released from the fixed tissues were processed as previously described (51). Briefly, the fixed tissues attached on the HDMI-array slide were treated with 0.2 U/μL collagenase I (Thermo Fisher Scientific, 17018-029) at 37°C for 20 minutes, and then incubated with 1 mg/mL pepsin (Sigma-Aldrich, P7000) in 0.1 M HCl at 37°C for 10 minutes. The RNAs released from the tissue sections were captured by the HDMI-array and used as a template to generate cDNA footprints on the HDMI-barcoded RNA capturing molecule by reverse transcription. After overnight reverse transcription reaction at 37°C, the tissues were incubated in exonuclease I cocktail (1 U Exo I enzyme [New England Biolabs, M2903] in 1× Exo I buffer) and subsequently digested in 1× tissue digestion buffer (100 mM Tris pH 8.0, 100 mM NaCl, 2% SDS, 5 mM EDTA, 16 U/mL proteinase K [New England Biolabs, P8107S]). After tissue digestion, the secondary strand, a chimeric molecule of HDMI and cDNA sequences, was synthesized on the cDNA footprint using an adaptor-tagged random primer (Truseq Read 2-conjugated Random Primer version 2 with TCAGACGTGTGCTCTTCCGATCTNNNNNNNNB sequence). After removing all DNAs that did not bind to the HDMI-array, the secondary strand product was eluted using NaOH, and after neutralization, purified using AMPure XP purification kit (Beckman Coulter, A63881). The secondary strand product was used as a template to construct libraries using Kapa HiFi Hotstart Readymix (KAPA Biosystems, KK2602) through 2 rounds of library PCR. After purification using Zymoclean Gel DNA Recovery Kit (Zymo Research, D4001) and AMPure XP, the pooled libraries were subjected to paired-end (100–150 bp) sequencing in the Illumina platform at Psomagen lnc.

### Quantification and visualization of spatial transcriptomic data.

Seq-Scope data were initially processed using the STtools package (52), utilizing STAR/STARsolo 2.7.5c (53), with a modification to use a hexagonal array instead of a square array. The processed digital gene expression matrix, pooled in non-overlapping hexagons with 12-μm sides, was analyzed in the Seurat v4 package (54). First, we removed all genes starting with mt and Gm to remove mitochondrial genes and hypothetical gene models. Then feature number <75 was removed, and data were normalized using regularized negative binomial repression implemented in Seurat’s SCTransform function. Clustering analysis was performed using the shared nearest neighbor modularity optimization implemented in Seurat’s FindClusters function. The clusters were visualized in the UMAP plot or the histological space using ggplot functions. The markers for each cluster were identified through the FindAllMarkers function and used to annotate cell types. The clusters identified from the initial non-overlapping hexagonal array were projected onto the multiscale sliding windows (MSSW) array, which has 4-times higher resolution compared with the original non-overlapping array (52), using FindTransferAnchors, TransferData, and GetTransferPredictions functions, so that we could achieve higher resolution for cell type predictions.

### BMDMs.

BMDMs were obtained as previously described (55). In brief, 6- to 8-week-old C57BL/6J mice were euthanized and femurs and tibias were collected. Bone marrow cells in the medullary cavity were washed out with PBS and then cultured in Iscove’s modified Dulbecco’s media (IMDM, Gibco) supplemented with 10% heat-inactivated FBS (Gibco), 1% sodium pyruvate (Gibco), 1% non-essential amino acids (Gibco), 1% penicillin/streptomycin solution (Gibco), and 30% L929 supernatant as a macrophage-stimulating factor. After 7 days, the adherent macrophages were scraped off and seeded in new cell culture plates for the following experiments. The differentiated BMDMs were cultured in DMEM supplemented with 10% FBS and 1% penicillin/streptomycin solution.

### Cell culture.

HASMCs (Lonza, CC-2571) were cultured in SMC growth medium 2 (Lonza, CC-3182) containing 5% FBS (Lonza) and 1% penicillin/streptomycin solution (Gibco, 15140122) at 37°C, 5% CO_2_ in a humidified cell culture incubator. HASMCs were used from passages 4 to 8 in all experiments.

### siRNA transfection.

HASMCs were transfected with 30 nM siCD44 (ThermoFisher Scientific, s225167) or Silencer Select Negative Control siRNA (siControl, ThermoFisher Scientific, 4390843) using Lipofectamine RNAiMAX Reagent (Invitrogen, 13778150) according to the manufacturer’s instructions.

### Total RNA isolation and quantitative real-time PCR analysis.

Total RNA from BMDMs, mouse SMCs, or HASMCs was extracted using an RNeasy Mini Kit (QIAGEN, 74106) according to the manufacturer’s instructions. SuperScript III First-Strand Synthesis System (Thermo Fisher Scientific, 18080051) and random primers were used to reverse transcribe RNA into cDNA. Gene expression was quantified by Real-Time PCR Detection System (Bio-Rad) using iQ SYBR Green Supermix (Bio-Rad, 1708882). The gene expression level was normalized to the internal control β-actin. The primer sequences used are listed in Supplemental Table 4.

### Quantification of GPNMB release from BMDMs by ELISA.

BMDMs were seeded at 5 × 10^5^ cells/well in 6-well plates and treated with 10 ng/mL TNF-α for 24 hours. GPNMB was released into the culture media and measured by using the mouse Osteoactivin/GPNMB DuoSet ELISA kit (R&D Systems, DY2330) in accordance with the manufacturer’s instructions.

### Protein extraction and Western blot.

Cells were lysed in RIPA lysis buffer (Thermo Fisher Scientific, 89901) supplemented with cOmplete EDTA-free protease inhibitor cocktail (Roche, 11873580001) and PhosSTOP phosphatase inhibitor (Roche, 4906845001). Cells were lysed at 4°C for 30 minutes and centrifuged at 12,000*g* for 15 minutes to remove insoluble debris. Protein extracts were resolved in 10% SDS-PAGE gels and transferred to nitrocellulose membranes (Bio-Rad, 1620115). Membranes were blocked in TBST containing 5% fat-free milk for 1 hour at room temperature and incubated with primary antibodies anti-SM22α (Abcam, ab10135) and anti–α-actin (Abcam, ab119952) at 4°C overnight. After washing 3 times with 1× TBST, membranes were incubated with secondary antibodies (1:10,000 dilution, Li-Cor Bioscience) for 1 hour at room temperature. After 3 washes with 1× TBST, fluorescent signals were scanned using the Odyssey Imaging System (Li-Cor Bioscience) and quantified with the LI-COR Image Studio Software.

### Immunofluorescent staining.

The aortic sections embedded in OCT were rehydrated and blocked with 5% donkey serum in PBS for 1 hour at room temperature. Next, the aortic sections were stained with primary antibodies anti-GPNMB (Thermo Fisher Scientific, AF2330), anti-Mac2 (Thermo Fisher Scientific, 14-5301-85), and anti–α-actin (Abcam, ab5694) at 4°C overnight.

HASMCs cultured in Falcon chambered cell culture slides (Thermo Fisher Scientific, 08774208) were fixed in 4% formaldehyde in PBS for 15 minutes at room temperature. After washing with PBS 3 times, slides were incubated in a permeabilizing solution (PBS with 0.1% Triton X-100 and 0.5% BSA) for 10 minutes and blocked with 5% donkey serum for 1 hour at room temperature. Then, slides were stained with primary antibodies anti-CD44 (Thermo Fisher Scientific, 5012580) and anti-SM22α (Abcam, ab10135) at 4°C overnight.

After washing with PBS, the aortic sections and HASMCs were incubated with Alexa Fluor–conjugated secondary antibodies (Jackson ImmunoResearch Laboratories) for 1 hour at room temperature. After washing with PBS, slides were mounted with ProLong Gold Antifade Mountant with DAPI (Invitrogen, P36935) before image collection with a Nikon A1si confocal microscope.

### Statistics.

GraphPad Prism 8.0 and RStudio software were used for statistical analyses. Data are presented as mean ± standard error of the mean (SEM). After normality and equal variance evaluation, Student’s *t* test was used for normally distributed data, while non-parametric tests were used for nonnormally distributed data to compare the difference between 2 groups. A *P* value of less than 0.05 was considered statistically significant.

### Study approval.

All animal procedures were performed according to protocols approved by the Institutional Animal Care & Use Committee (IACUC) at the University of Michigan and complied with the NIH *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011).

### Data availability.

The Seq-Scope aorta dataset generated from this study is available at the Gene Expression Omnibus database (GEO) under accession number GSE229500. All quantitative data points underlying the graphs and statistical analyses are provided in the Supporting Data Values file. All other data supporting the findings of this study are included in the article and its supplemental material or are available from the corresponding authors upon reasonable request.

## Author contributions

GZ and CSC performed experiments. GZ, HMK, and JHL performed data analysis. YH, YS, and MK assisted with data analysis and interpretation. GZ and JZ wrote the manuscript. HL, YD, YZ, CX, YG, LC, DM, BY, and JZ provided technical support and contributed to the discussion of the project and manuscript. YEC, JZ, and JHL designed the research.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
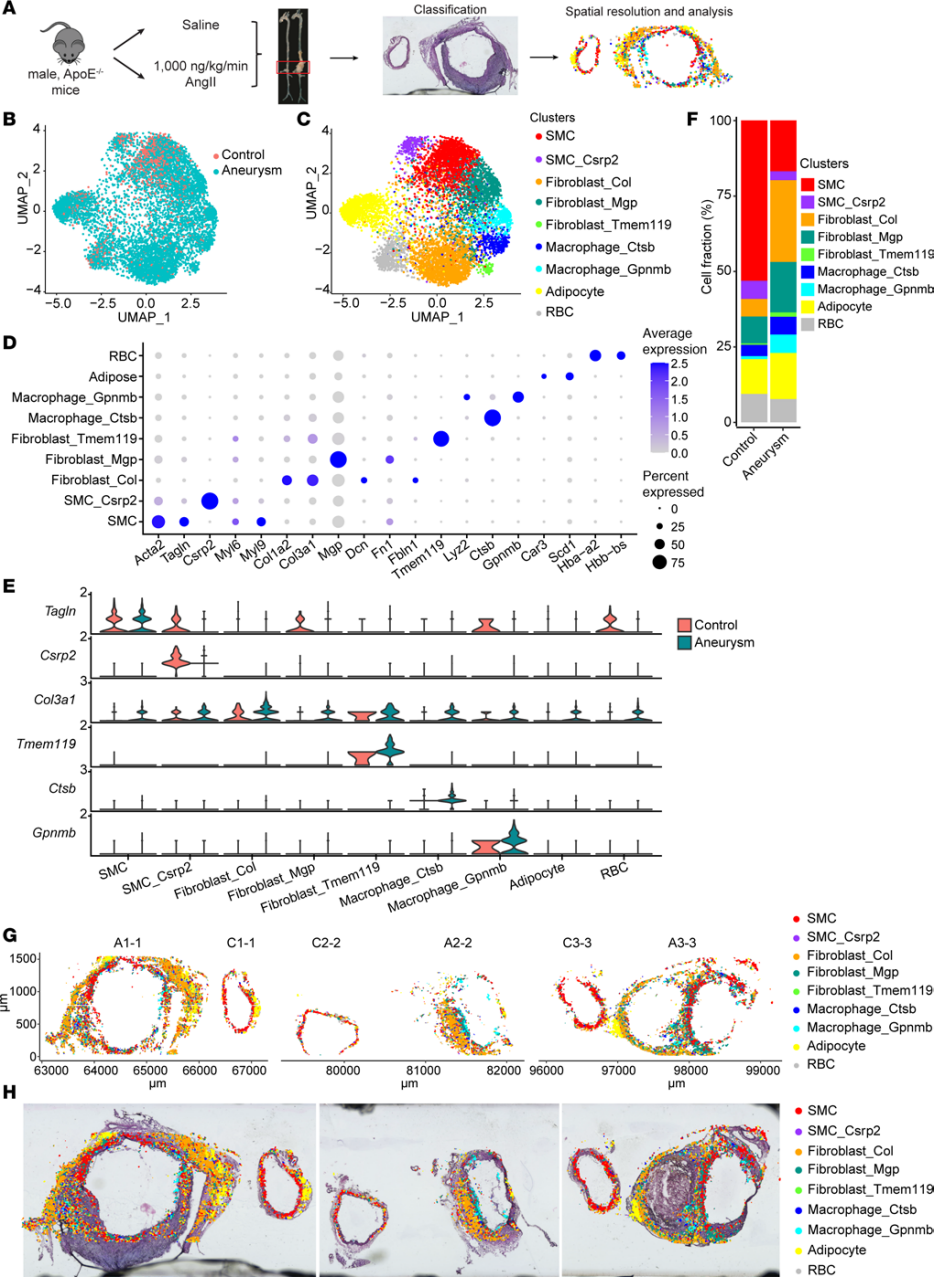
Single-cell spatial transcriptomic profiling of normal and aneurysmal abdominal aortas by Seq-Scope. Sixteen-week-old male *Apoe^–/–^* mice were infused with AngII (1,000 ng/kg/min) or saline via minipumps for 4 weeks. *n* = 5/group. (**A**) Schematic diagram depicting the mouse abdominal aortic aneurysm (AAA) and the spatial-transcriptomic analysis. (**B**) Uniform manifold approximation and projection (UMAP) of spatial transcriptomics spots from normal control and aneurysm group. The transcriptomics spots were from 10 sections of 3 normal control and 10 sections of 3 AAA group. (**C**) UMAP of cell-type clusters based on the gene compositions in each spatial transcriptomics spot. SMC, smooth muscle cells; Csrp2, SMC_Csrp2, SMCs highly expressing cysteine and glycine-rich protein 2; Fibroblast_Col, fibroblasts highly expressing collagen; Fibroblast_Mgp, fibroblasts highly expressing matrix Gla protein; Firboblast_Tmem119, fibroblast highly expressing transmembrane protein 119; Macrophage_Ctsb, macrophages highly expressing cathepsin B; Macrophage_Gpnmb, macrophages highly expressing glycoprotein Nmb; RBC, red blood cell. (**D**) Dot plot of marker genes for each cell population. (**E**) StackedVlnPlot showing the expression of marker genes across Control and Aneurysm groups. (**F**) Cell population percentages in each group. (**G** and **H**) Representative spatial plots of cell-type clusters (**G**) were overlaid with H&E imaging (**H**).

**Figure 2:**
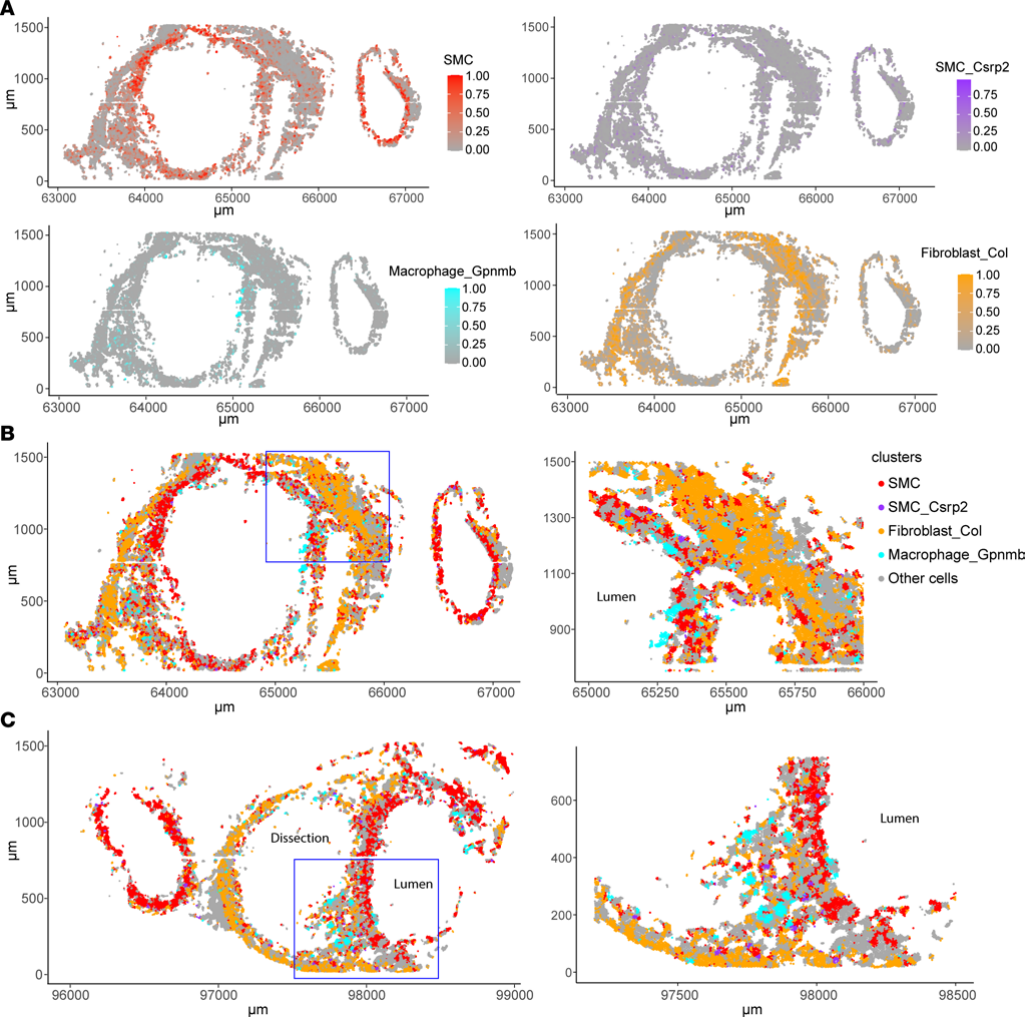
Spatial mapping of macrophages, GPNMB-high macrophages, and SMCs in normal aorta and AAA. (**A**) Spatial plot showing the spatial prediction score of SMC, SMC_Csrp2, Macrophage_Gpnmb, and Fibroblast_Col in the aortic tissues. (**B** and **C**) Spatial plot visualizing locations of SMC, SMC_Csrp2, Macrophage_Gpnmb, and Fibroblast_Col in the tissue sections. The boxed areas (blue boxes) are magnified on the right.

**Figure 3:**
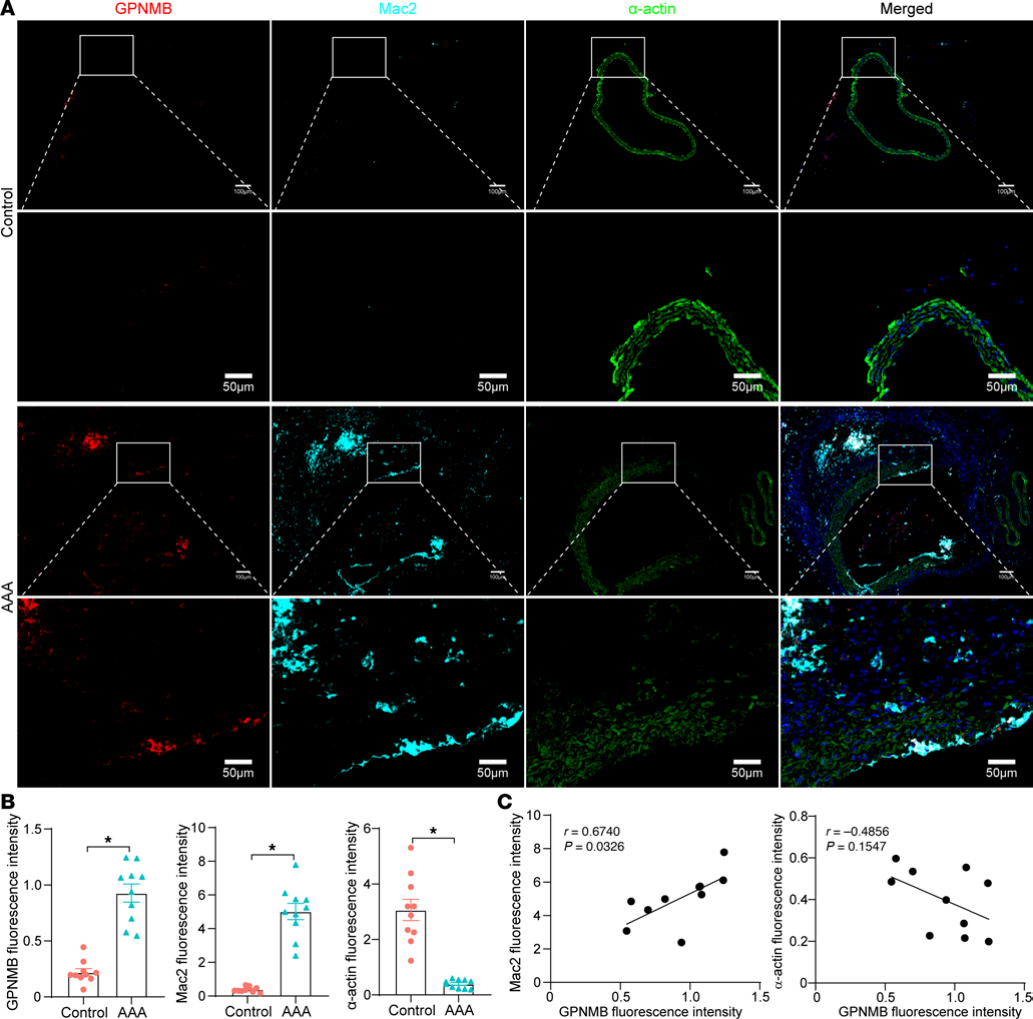
Immunofluorescent staining confirms the interaction of SMC and GPNMB-high macrophages in the aneurysmal aorta. (**A**) Immunofluorescent staining of GPNMB (red), Mac2 (cyan), and α-actin (green) to respectively show SMCs, macrophages, and GPNMB^+^ cells in the aortic wall of control and AAA. Nuclei stained with DPAI are blue. Scale bars: 100 μm (whole sections) and 50 μm (higher magnification areas). (**B**) Quantification of the GPNMB, Mac, and α-actin fluorescence intensity. (**C**) Correlation analysis between GPNMB and Mac2 or α-actin in AAA groups. Data are presented as mean ± SEM. *P < 0.05 by 2-tailed Student’s *t* test.

**Figure 4:**
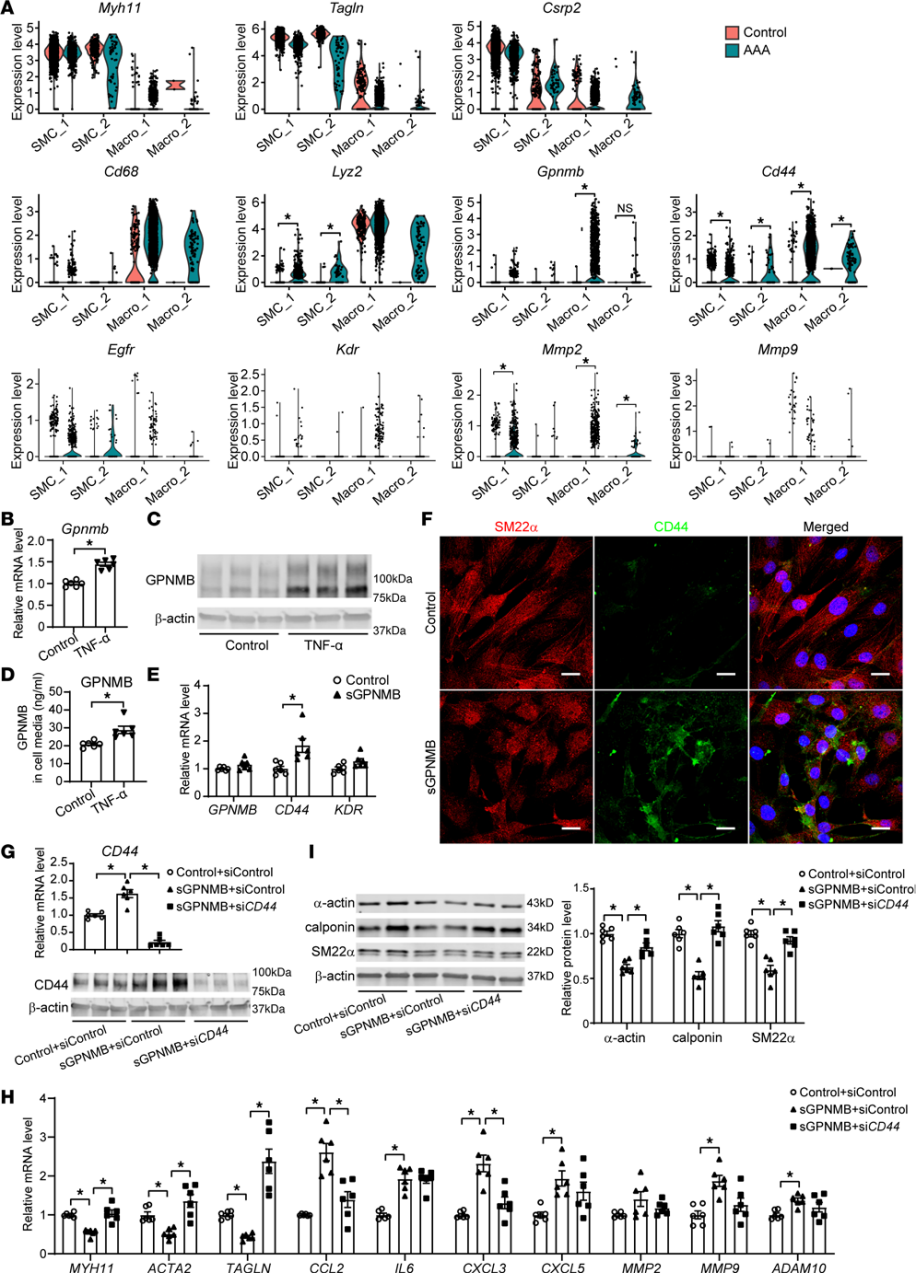
Macrophage-secreted GPNMB promotes SMC phenotypic switching. (**A**) Violin plot of *Myh11*, *Tagln*, *Csrp2*, *Cd68*, *Lyz2*, *Gpnmb*, *Cd44*, *Egfr*, *Kdr*, *Mmp2*, and *Mmp9* expression in SMC and macrophage subpopulations. The results were reanalyzed from scRNA-seq data (GSE193265 and GSE191226). The single cells were from healthy suprarenal abdominal aorta (Control) and abdominal aortic aneurysm (AAA) isolated from male *ApoE^–/–^* mice. (**B**–**D**) BMDMs isolated from C57BL/6J mice were stimulated with or without 10 ng/mL TNF-α for 24 hours. (**B** and **C**) Gpnmb mRNA and protein levels were determined. (**D**) The GPNMB protein abundance in the culture media was determined by ELISA (*n* = 6). (**E** and **F**) Human aortic smooth muscle cells (HASMCs), at 80% confluence, were serum starved for 24 hours and then treated with 40 ng/mL recombinant GPNMB (aa 22–486, sGPNMB) protein in fresh Opti-MEM for 48 hours. (**E**) qPCR was performed to determine the mRNA levels of *GPNMB*, GPNMB receptors *CD44* and *KDR*, and protease *ADAM10* (*n* = 6). (**F**) Immunofluorescent staining of SM22α and CD44. Nuclei stained with DPAI are blue. Scale bars: 20 μm. (**G**–**I**) HASMCs were transfected with nontargeting control siRNA (siControl) or si*CD44*. After 24 hours, the cells were serum starved for 24 hours and then treated with sGPNMB for 48 hours. qPCR was performed to determine the mRNA levels of *CD44* (**G**, upper panel, *n* = 6), SMC contractile markers *MYH11*, *ACTA2*, and *TAGLN* and inflammatory cytokines *CCL2* and *IL6* as well as proteases *MMP2*, *MMP9*, and *ADAM10* (**H**, *n* = 6). The protein abundance of CD44 (**G**, lower panel, *n* = 3) smooth muscle α-actin, calponin, and SM22α (**I**, *n* = 6) was determined by Western blot. Data are presented as mean ± SEM. Wilcoxon’s test was used for comparing means in **A**, 2-tailed Student’s *t* test for **B**, **D**, and **E**, and 1-way ANOVA followed by Tukey’s post hoc test for **G**–**I**. *P < 0.05.

# Supplementary material for: Single-cell spatial transcriptomics unravels the cellular landscape of abdominal aortic aneurysm
**Source:** JCI Insight. 2025 Aug 22;10(16):e190534. doi: 10.1172/jci.insight.190534
**Supplement:** Supplemental data

1 **SUPPLEMENTAL MATERIALS**

2 **For**

3 **Single-Cell Spatial Transcriptomics Unravels the Cellular Landscape of**  
4 **Abdominal Aortic Aneurysm**

5 Guizhen Zhao\*, Chun-Seok Cho\*, Hongyu Liu, Yongha Hwang, Yichen Si, Myungjin  
6 Kim, Yongjie Deng, Yang Zhao, Chao Xue, Yanhong Guo, Lin Chang, Dogukan Mizrak,  
7 Bo Yang, Hyun Min Kang, Jifeng Zhang, Jun Hee Lee, Y. Eugene Chen

8 \* The authors contributed equally to this article.

9  
10 **Contents:**

11 Supplemental Figures 1 through 8 and Figure Legends.

12 Supplemental Tables 1 through 4.

13 Major Resource Table

14 **Supplemental Figures and Legends**

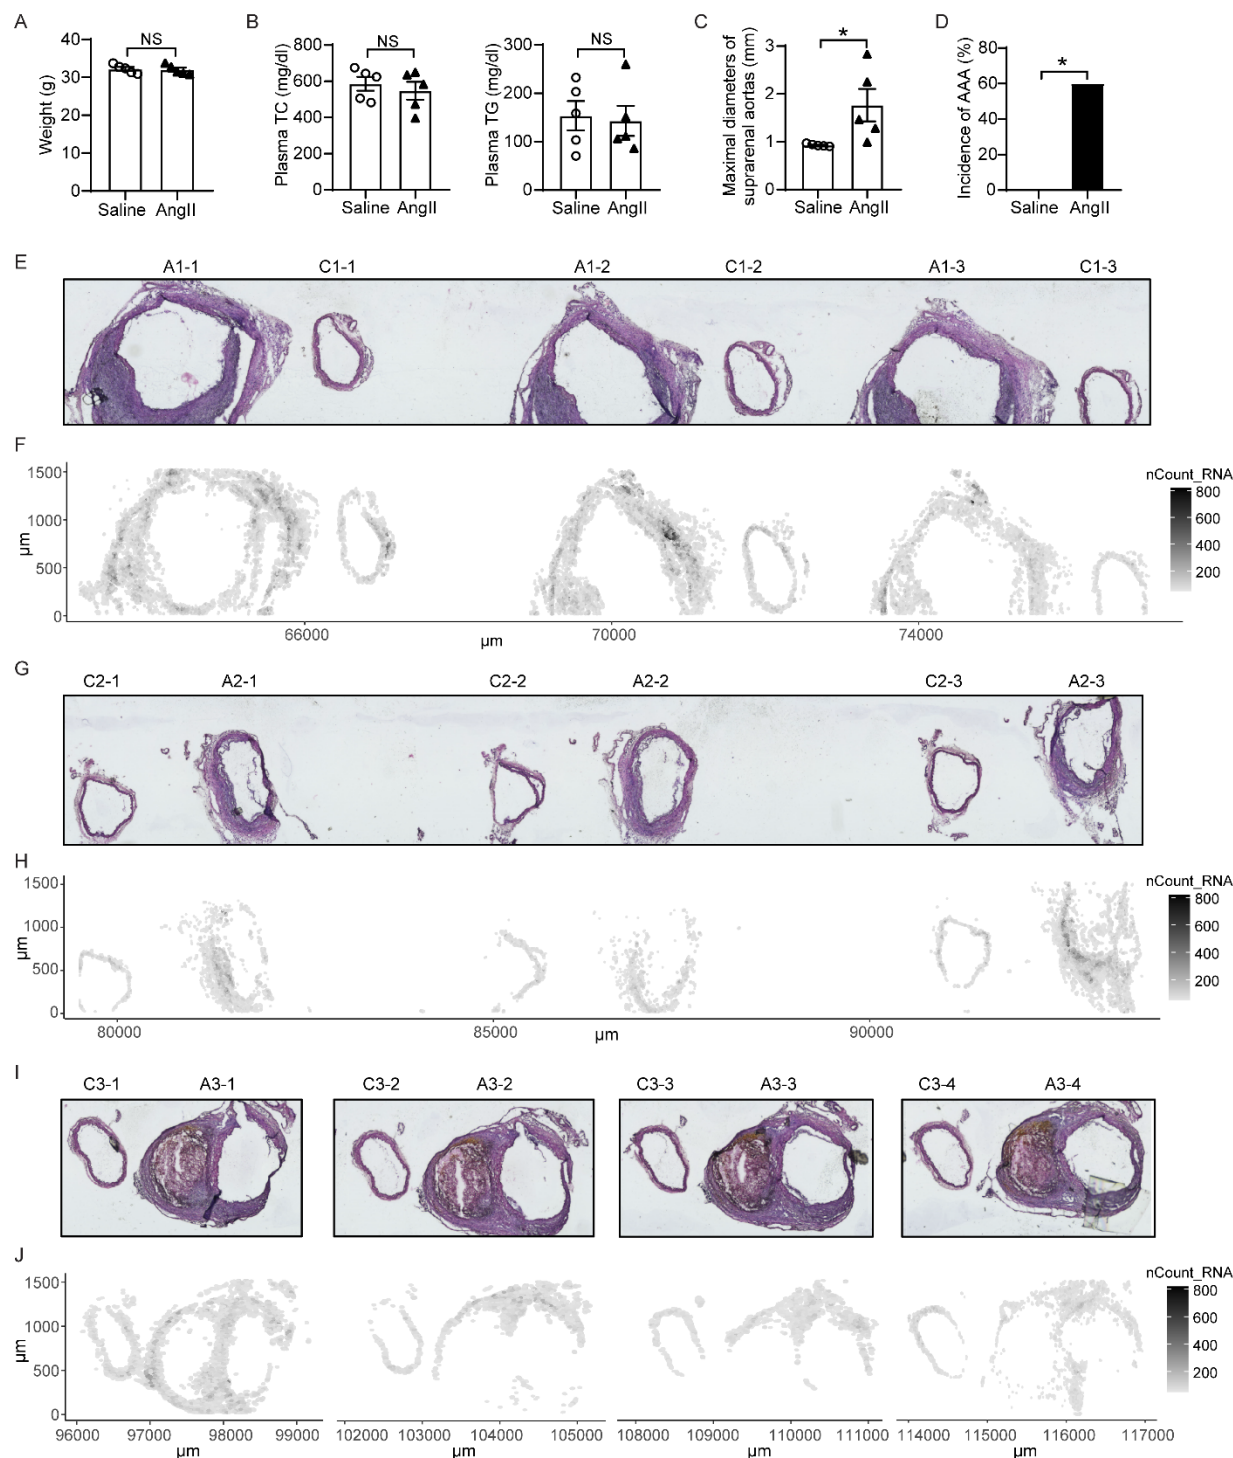

15

16 **Supplemental Figure 1. AngII infusion induction of abdominal aortic aneurysm in**

17 **mouse and Seq-Scope analysis of suprarenal abdominal aorta. 16-week-old male**

18 Apoe<sup>-/-</sup> mice were infused AngII (1,000 ng/kg/min) or saline with minipumps for 4 weeks.  
19 n=5/group. **A-B**, Body weight, plasms total cholesterol (TC) and triglycerides (TG) levels  
20 after 4 weeks AngII infusion. **C**, Quantification of the maximum external diameters of  
21 suprarenal abdominal aortas. **D**, AAA incidence. **E, G** and **I**, Representative hematoxylin  
22 and eosin (H&E) staining of mouse suprarenal abdominal aortas from normal controls  
23 and AAAs. **F, H** and **J**, Hexagons with gene expression information corresponded to the  
24 areas under aortic sections in E, G and I were analyzed by spatial transcriptomics (Seq-  
25 Scope). Data are represented as mean±SEM. Student's t test for A-C. Chi-squared test  
26 for D. NS, no significance. \**P*<0.05.

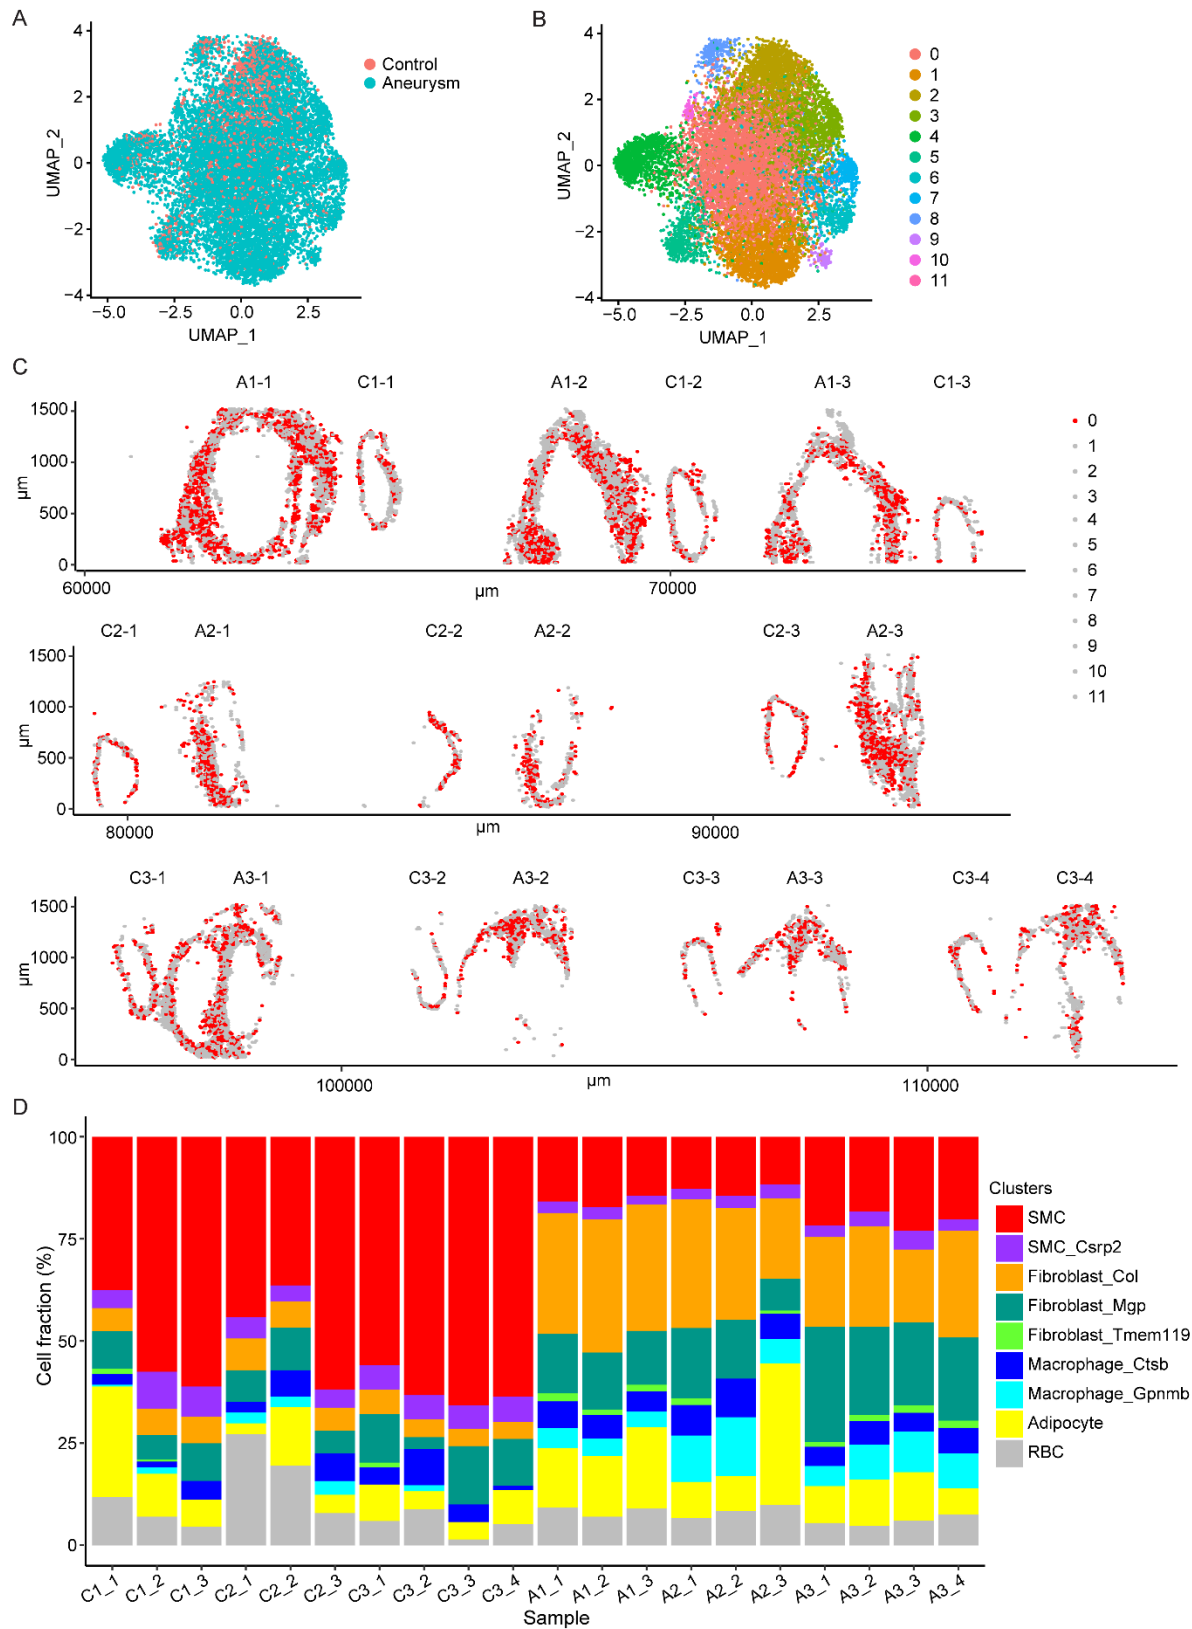

28 **Supplemental Figure 2. Spatial transcriptomics analysis of mouse normal and**  
29 **aneurysmal suprarenal abdominal aortas. A**, UMAP of all spatial transcriptomics  
30 spots from normal control and aneurysm groups, which include 10 sections from 3  
31 normal aortas and 10 sections from 3 aneurysmal aortas. **B**, UMAP visualization of  
32 spatial transcriptomics spots based on cell-type clusters. **C**, Spatial plots of indicated  
33 cell-type clusters. Cluster 0, red. Cluster 1-11, grey. **D**, Cell cluster (excluding clusters 0,  
34 10 and 11) percentages in each aortic section. SMC, smooth muscle cells. *Csrp2*,  
35 SMC\_ *Csrp2*, SMC highly expressing cysteine and glycine-rich protein 2. Fibroblast\_ *Col*,  
36 fibroblast highly expressing collagen. Fibroblast\_ *Mgp*, fibroblast highly expressing  
37 matrix Gla protein. Fibroblast\_ *Tmem119*, fibroblast highly expressing transmembrane  
38 protein 119. Macrophage\_ *Ctsb*, macrophage highly expressing cathepsin B.  
39 Macrophage\_ *Gpnmb*, macrophage highly expressing glycoprotein Nmb. RBC, red blood  
40 cell. In all spatial plots, the axis units are in  $\mu\text{m}$ .

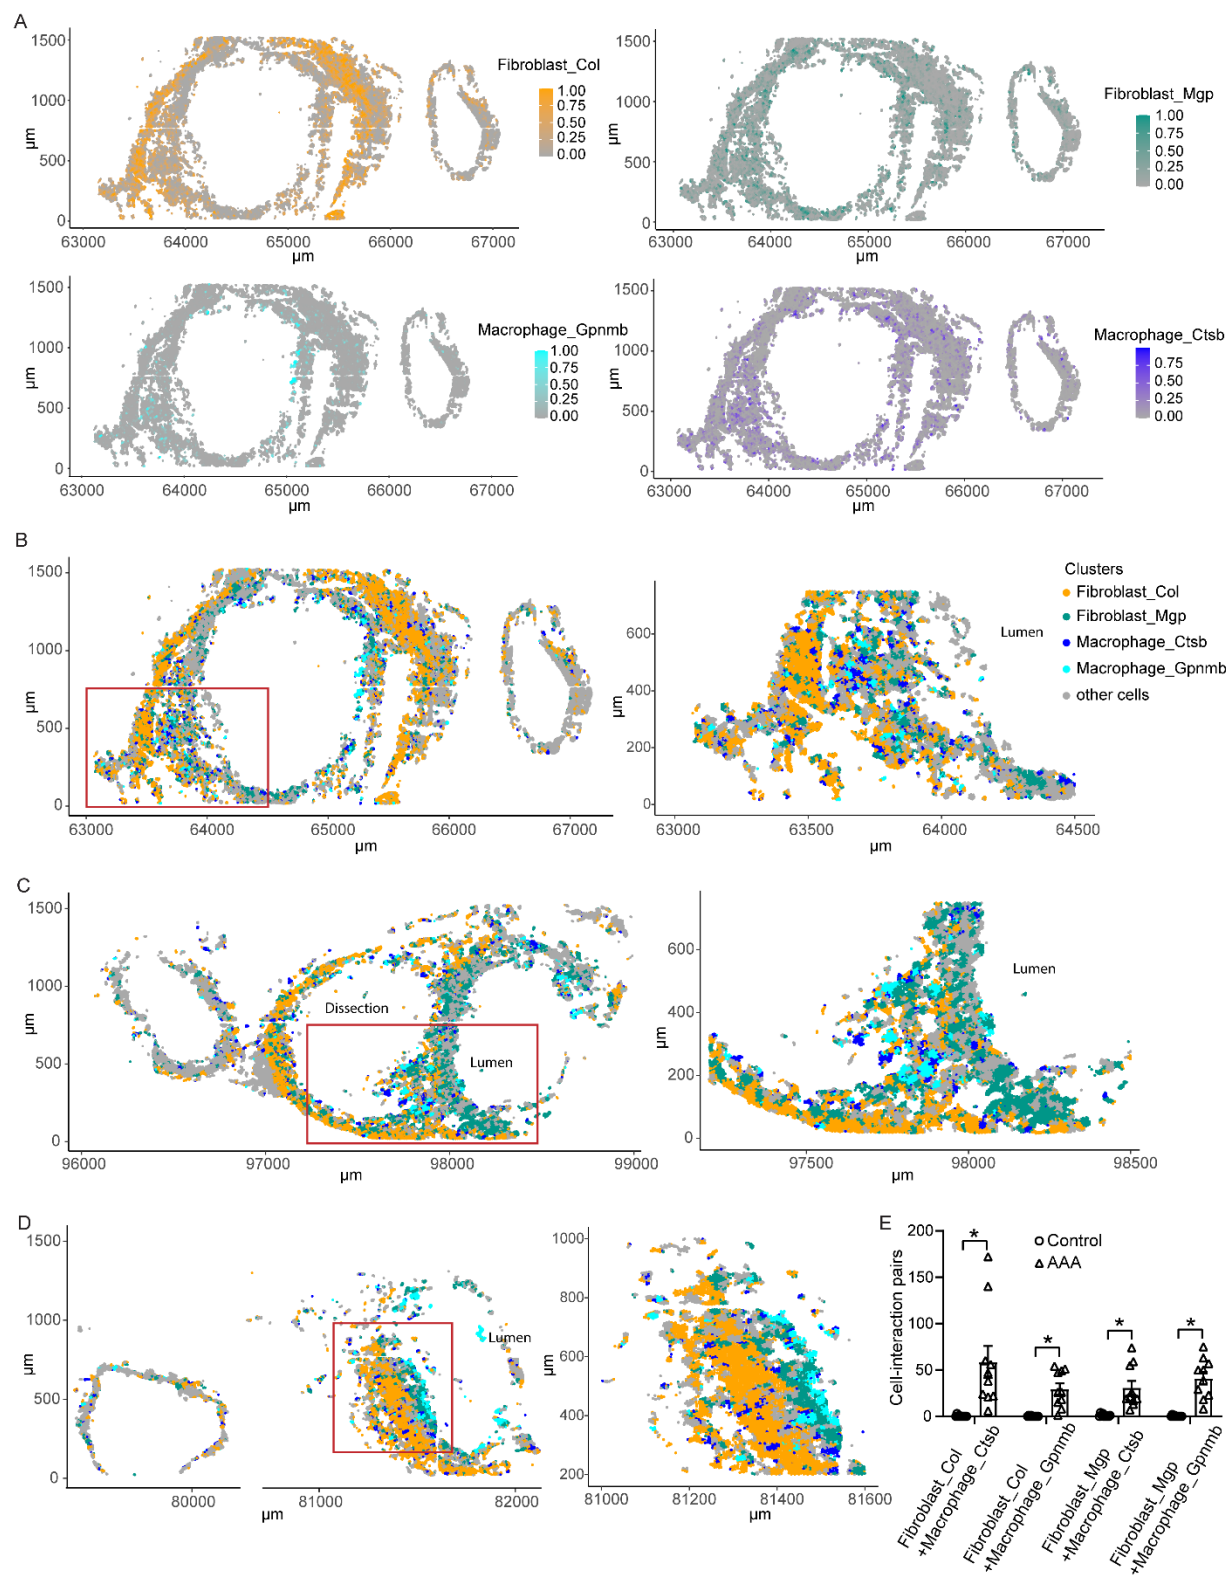

**Supplemental Figure 3. Spatial mapping of macrophages and fibroblasts in**

**normal aorta and AAA. A,** Spatial plot showing the spatial prediction score of

Fibroblast\_Col, Fibroblast\_Mgp, Macrophage\_Gpnmb, and Macrophage\_Ctsb in the

aortic tissues. **B-D,** Spatial plot visualizing locations of Fibroblast\_Col, Fibroblast\_Mgp,

Macrophage\_Gpnmb, and Macrophage\_Ctsb in the tissue sections. The boxed areas

(red boxes) are magnified on the right. In all spatial plots, the axis units are in  $\mu\text{m}$ . **E,**

Quantification of cell-interaction pairs between Fibroblast\_Col, Fibroblast\_Mgp and

Macrophage\_Gpnmb, Macrophage\_Ctsb in the tissue sections from normal control and

aneurysm groups (10 sections for each group). Cell-cell interaction pairs were quantified

using a Euclidean distance threshold of 45  $\mu\text{m}$ . Data are represented as mean $\pm$ SEM.

Student's t test for E. \* $P < 0.05$ .

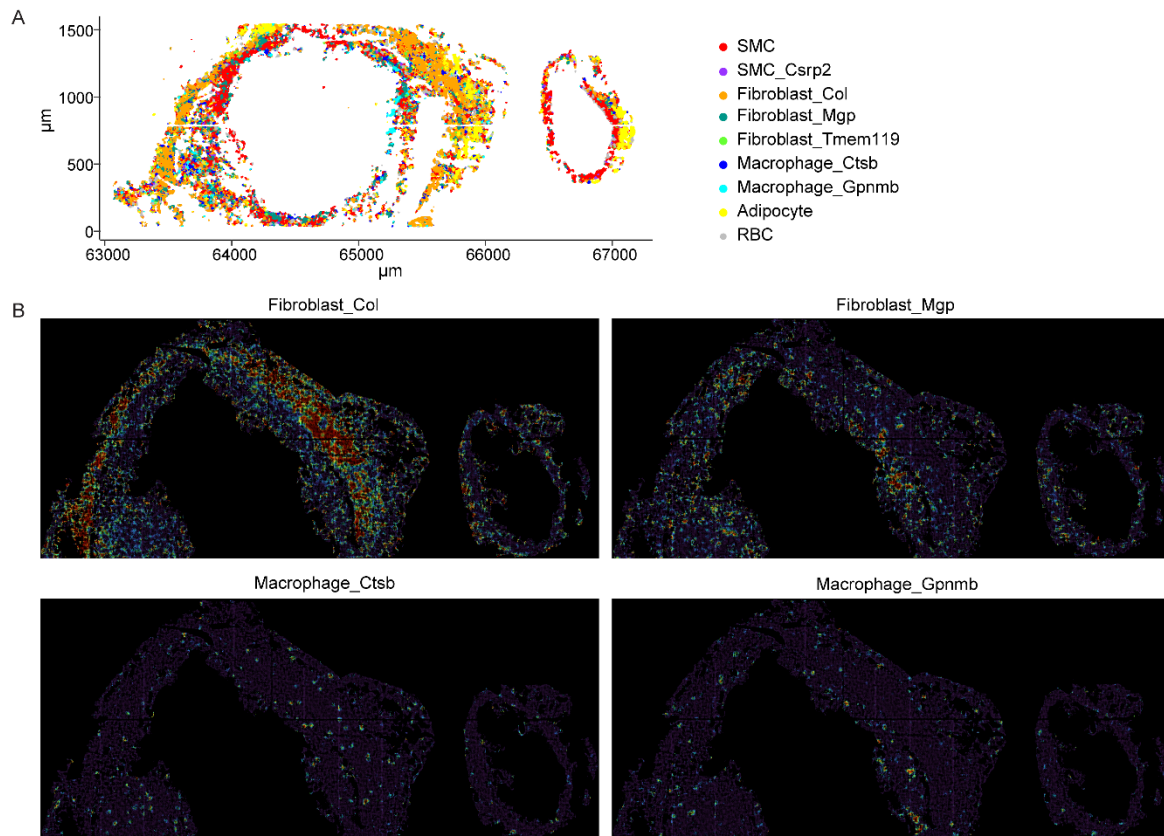

54

55 **Supplemental Figure 4. Spatial probability distribution of fibroblast and**  
 56 **macrophage subpopulations using FICTURE. A**, Spatial plots of cell-type clusters  
 57 identified through Seurat. **B**, Spatial probability distribution of Fibroblast\_Col,  
 58 Fibroblast\_Mgp, Macrophage\_Ctsb and Macrophage\_Gpnmb subpopulations using  
 59 FICTURE (Factor Inference of Cartographic Transcriptome at Ultra-high Resolution).

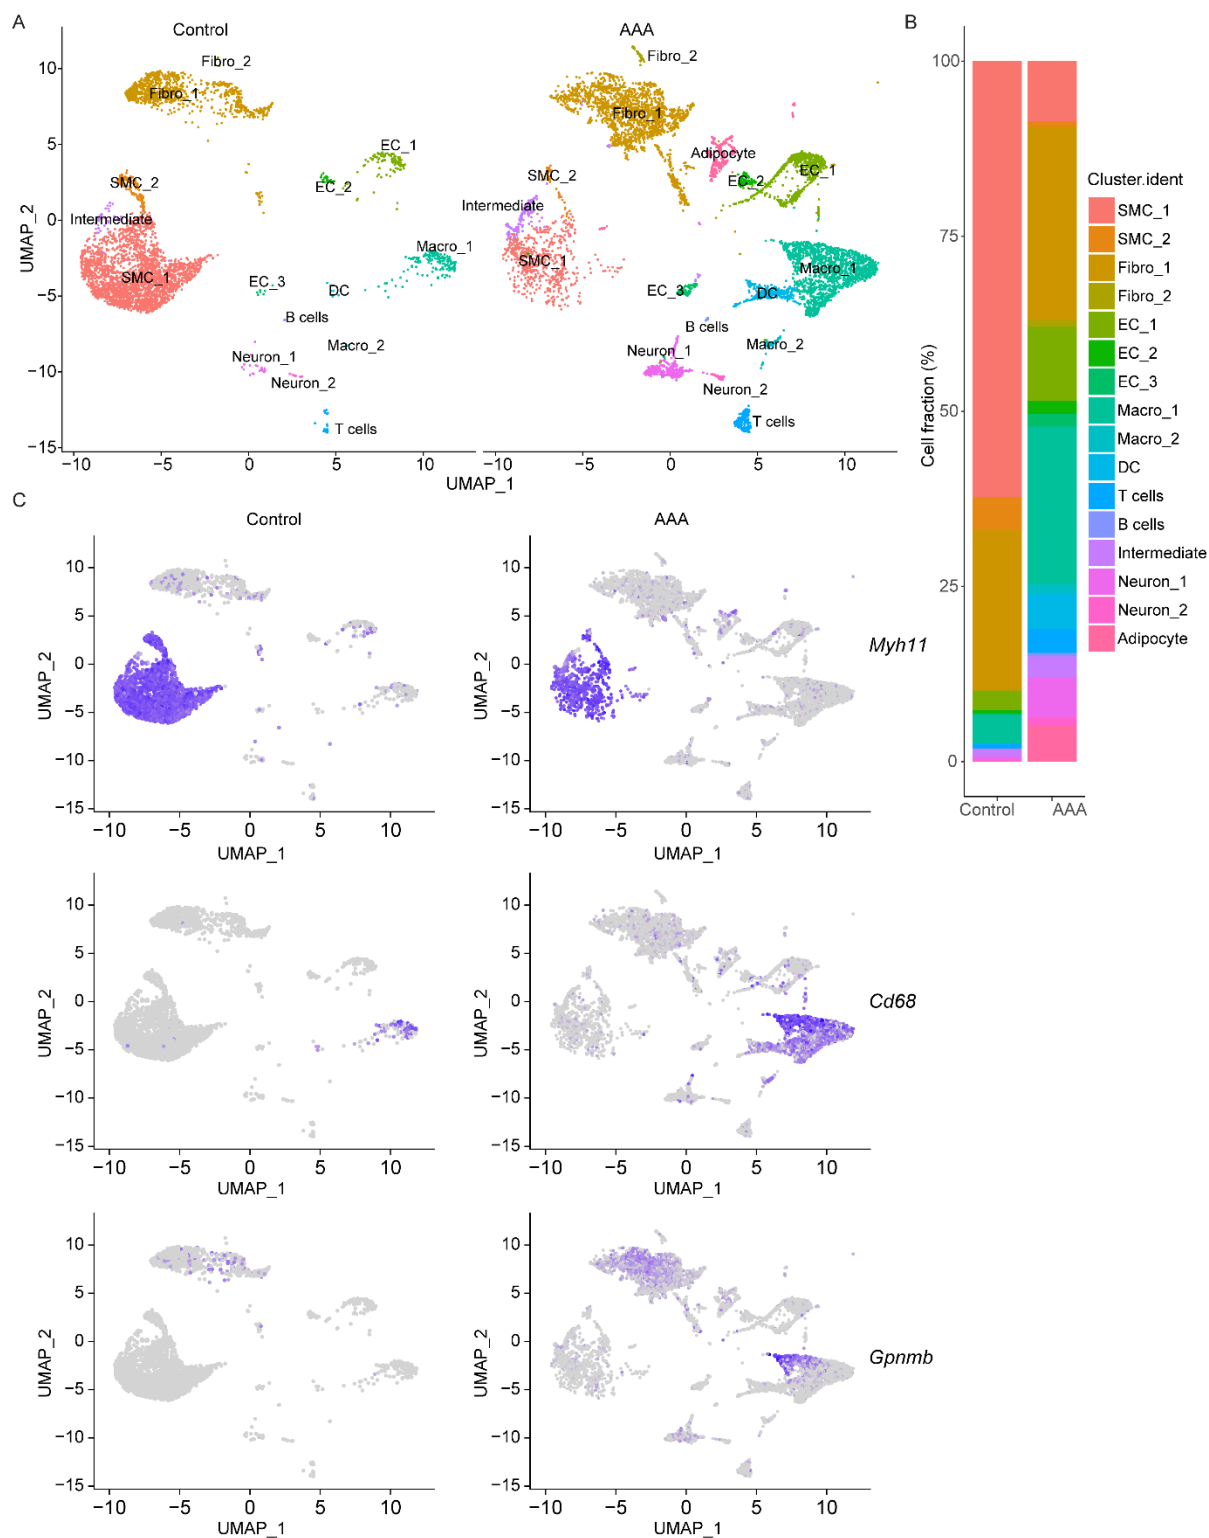

61 **Supplemental Figure 5. Single-cell RNA-sequencing analysis of healthy**  
62 **suprarenal abdominal aorta and AngII-induced aneurysmal abdominal aorta.** The  
63 data were reanalyzed from the datasets GSE193265 and GSE191226. Eight-week-old  
64 male ApoE<sup>-/-</sup> mice were implanted with minipumps to infuse AngII (1,000 ng/kg/min) for  
65 4 weeks. The suprarenal abdominal aorta from AngII-infused mice or control mice were  
66 dissociated into single cells for scRNA-seq. **A**, UMAP plot of cell clusters in abdominal  
67 aortas of control and AAA groups. **B**, Cell population percentages in abdominal aortas  
68 across control and AAA groups. **C**, Feature plots showing the expression of Myh11,  
69 Cd68 and Gpnmb in abdominal aortic cells from control and AAA groups.

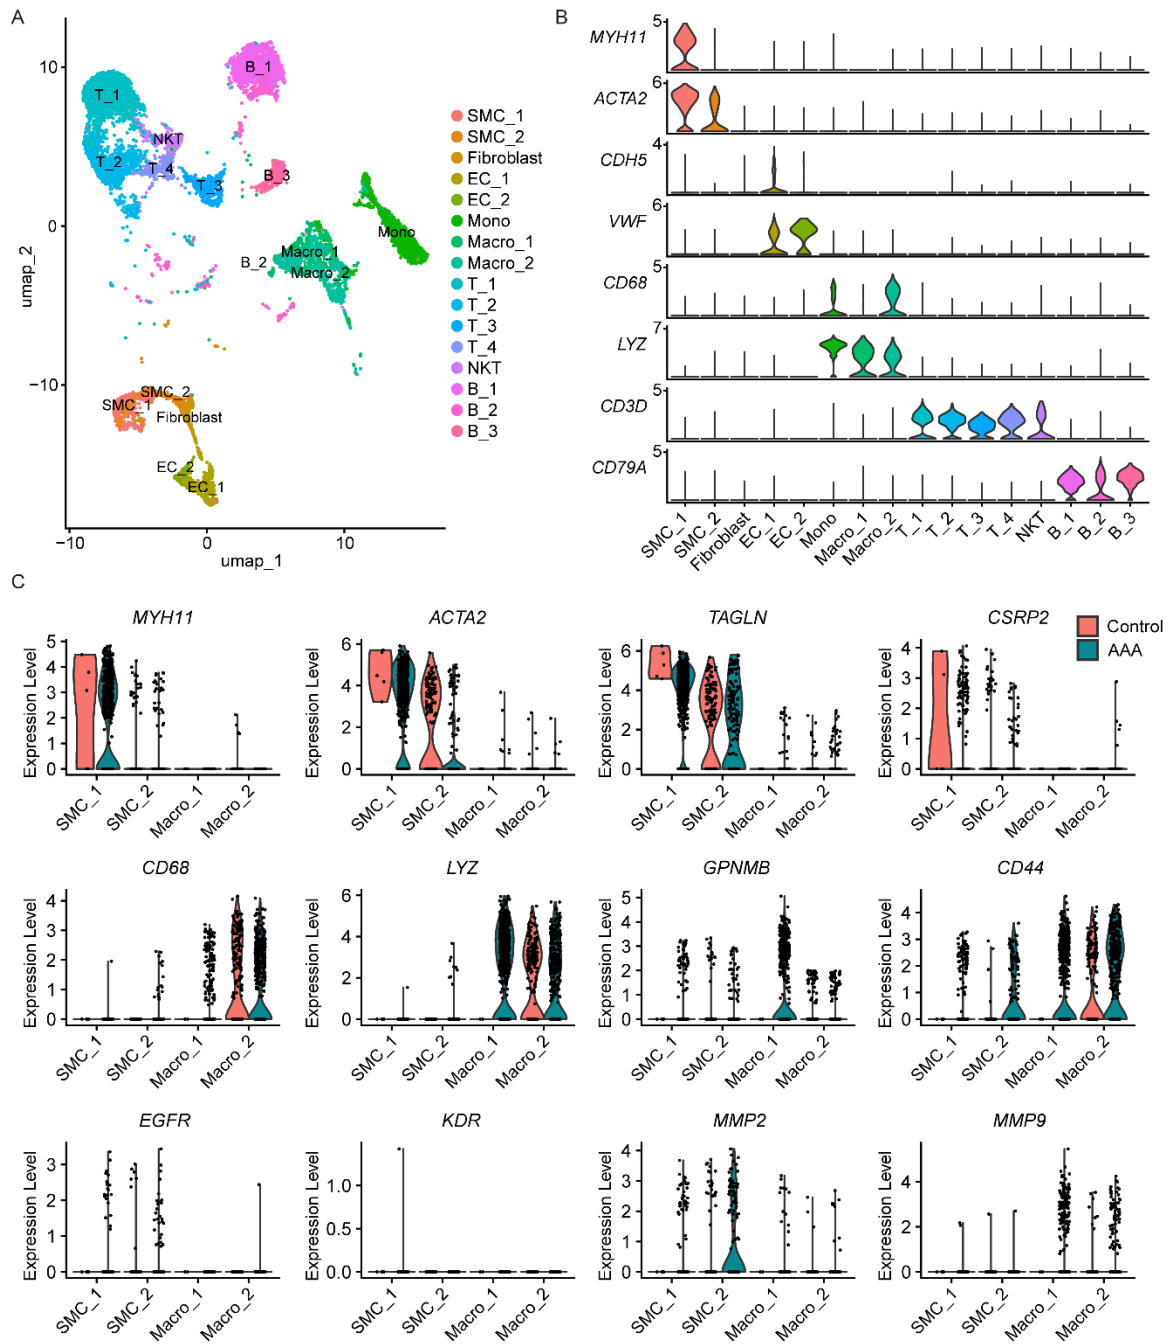

70

71 **Supplemental Figure 6. Single-cell RNA-sequencing analysis of human abdominal**  
 72 **aortic tissues from patients with AAA or control aorta.** The data were reanalyzed  
 73 from the dataset GSE166676 and GSE237230. Fresh human aortic tissue from patients  
 74 with AAA (4 samples in GSE166676, 4 samples in GSE237230) or nonaneurysmal

75 control aorta (2 samples in GSE166676). **A**, UMAP plot of cell clusters in human  
76 abdominal aortas. **B**, StackedVlnPlot showing the representative marker genes for each  
77 cell type. **C**, Violin plot showing the expression of *MYH11*, *ACTA2*, *TAGLN*, *CSRP2*,  
78 *CD68*, *LYZ*, *GPNMB*, *CD44*, *EGFR*, *KDR*, *MMP2* and *MMP9* in SMC and macrophage  
79 subpopulations across the control and AAA conditions.

80

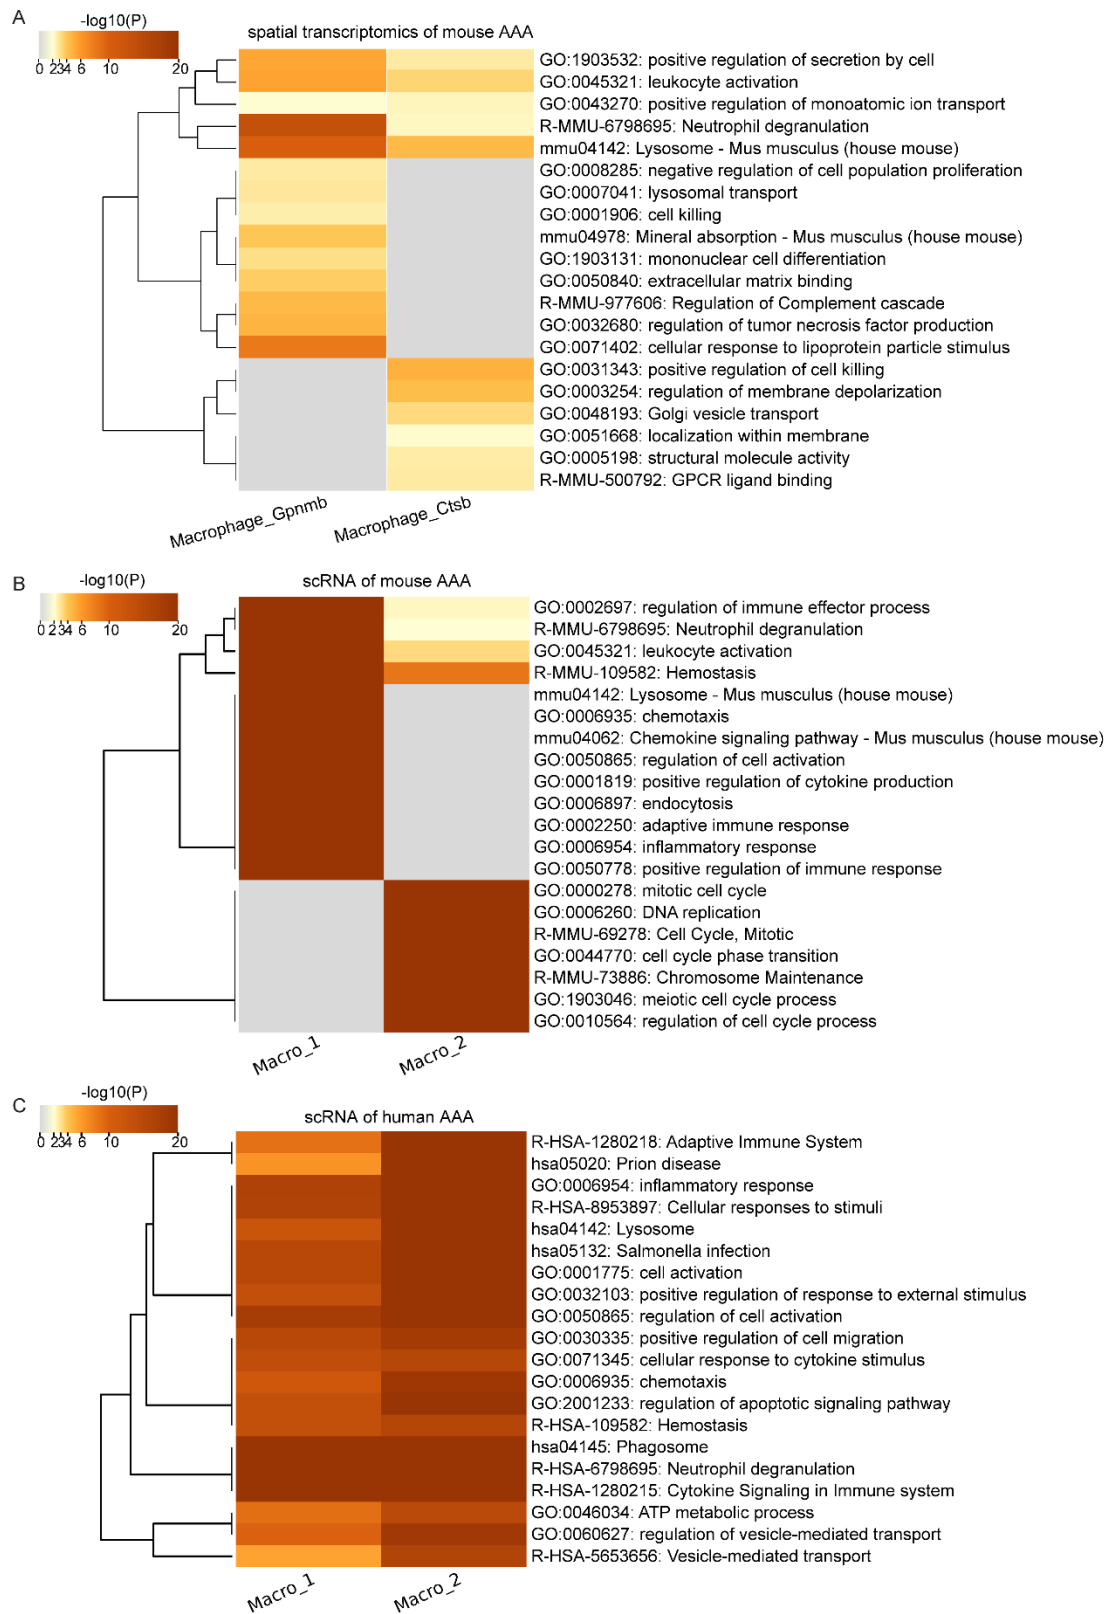

**Supplemental Figure 7. Functional and pathway enrichment analysis of macrophage subpopulations.** Heatmap showing the Gene Ontology (GO) and KEGG-terms enrichment of the cluster-specific genes for the macrophage subpopulations in the spatial transcriptomic data (**A**), reanalyzed scRNA-seq mouse aortic data (GSE193265 and GSE191226, **B**) and human aortic data (GSE166676 and GSE237230, C).

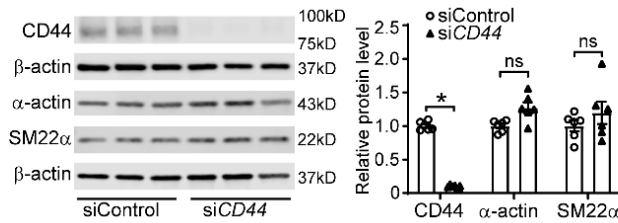

89

90 **Supplemental Figure 8.** CD44 knockdown did not affect the basal expression of SMC  
 91 marker proteins. Human aortic smooth muscle cells were transfected with nontargeting  
 92 control siRNA (siControl) or siCD44, following by serum-starved for 24h. The protein  
 93 abundance of smooth muscle  $\alpha$ -actin, calponin and SM22 $\alpha$  was determined by Western  
 94 blot. Data are represented as mean $\pm$ SEM. Student's t test. \* $P < 0.05$ . ns, not significant.

95

96 **Supplemental Table 1. The overall quality of Seq-Scope**

97

98

102 **Supplemental Table 3. The differentially expressed markerd for all cell clusters**

103 **across two conditions**

104

105

**Supplemental Table 4. Sequences of the primers used for real-time PCR**

108

**Major Resource Table**

109

**Animals**

110

111

**Antibodies**

112

IF, immunofluorescence staining; WB, western blot.

# Supplementary material for: Single-cell spatial transcriptomics unravels the cellular landscape of abdominal aortic aneurysm
**Source:** JCI Insight. 2025 Aug 22;10(16):e190534. doi: 10.1172/jci.insight.190534

# **Uncropped western blots**

## **Single-Cell Spatial Transcriptomics Unravels the Cellular Landscape of Abdominal Aortic Aneurysm**

**The red boxes** label the representative blots in the figures

Figure 4C

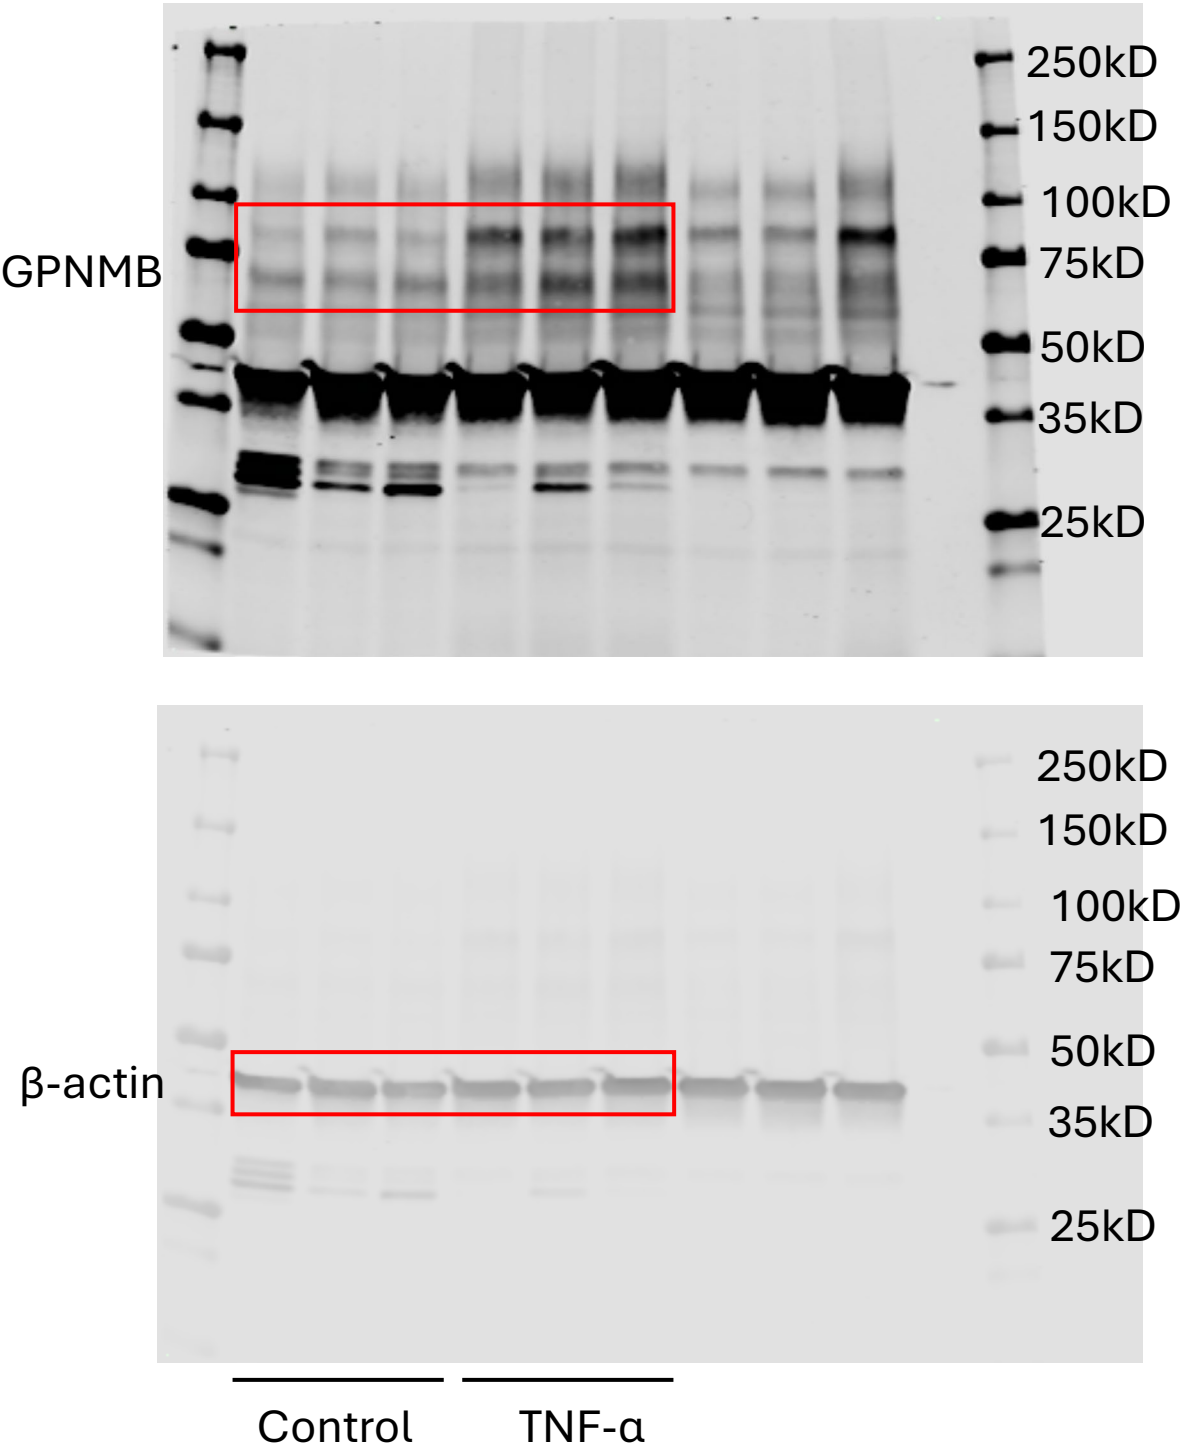

Figure 4G

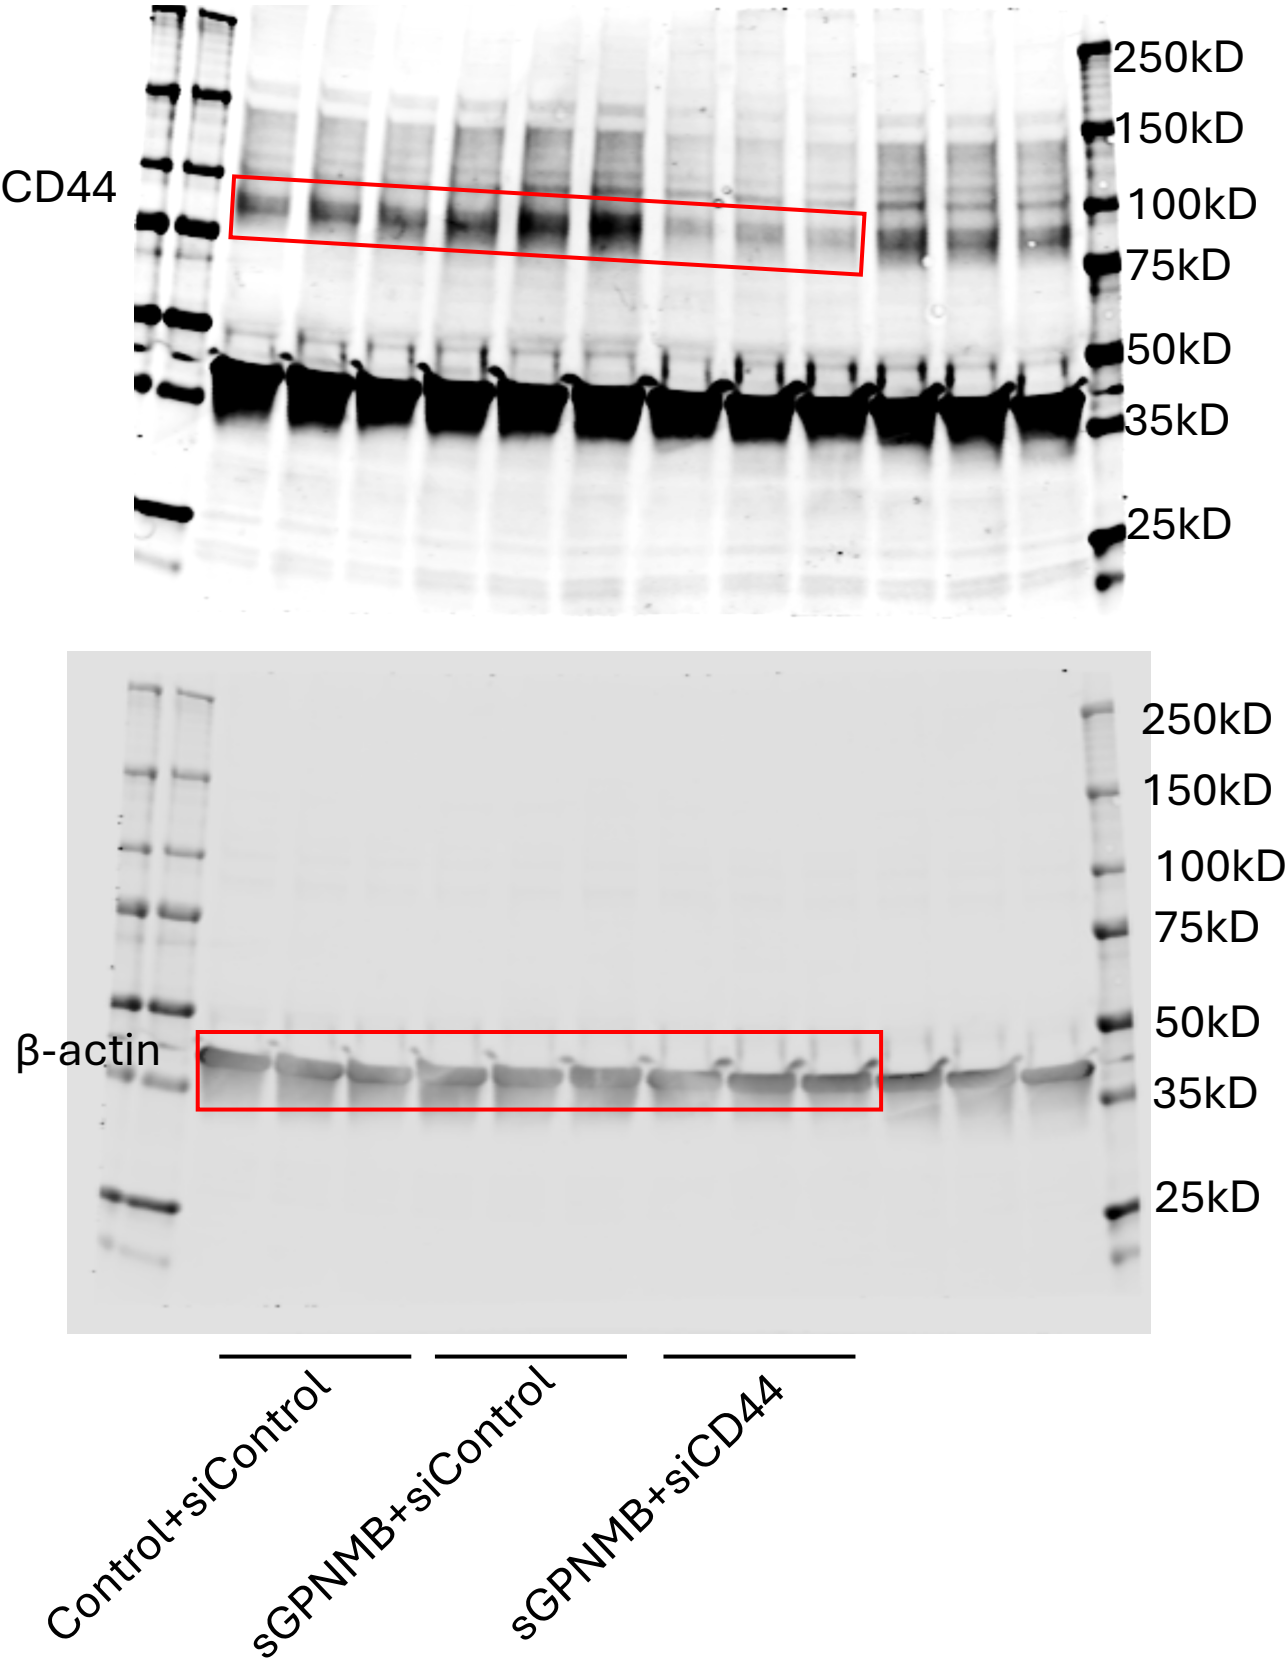

Figure 4I

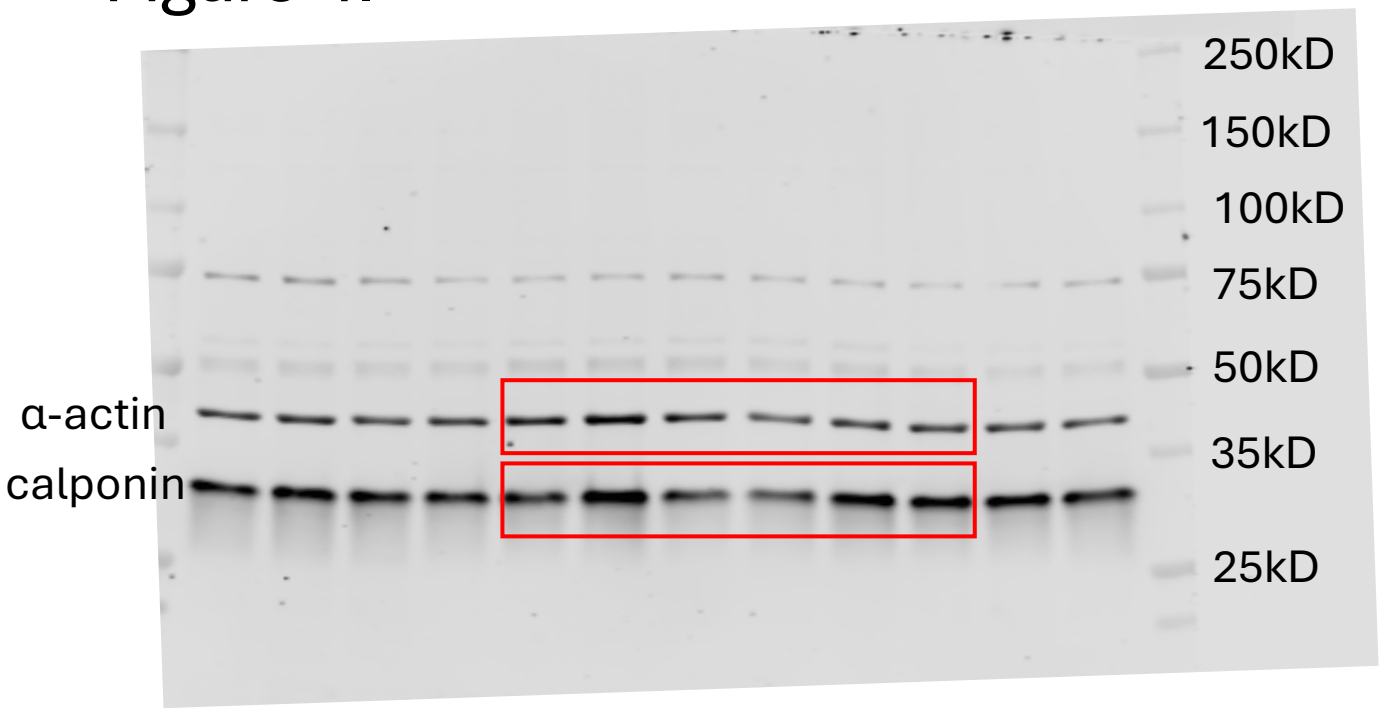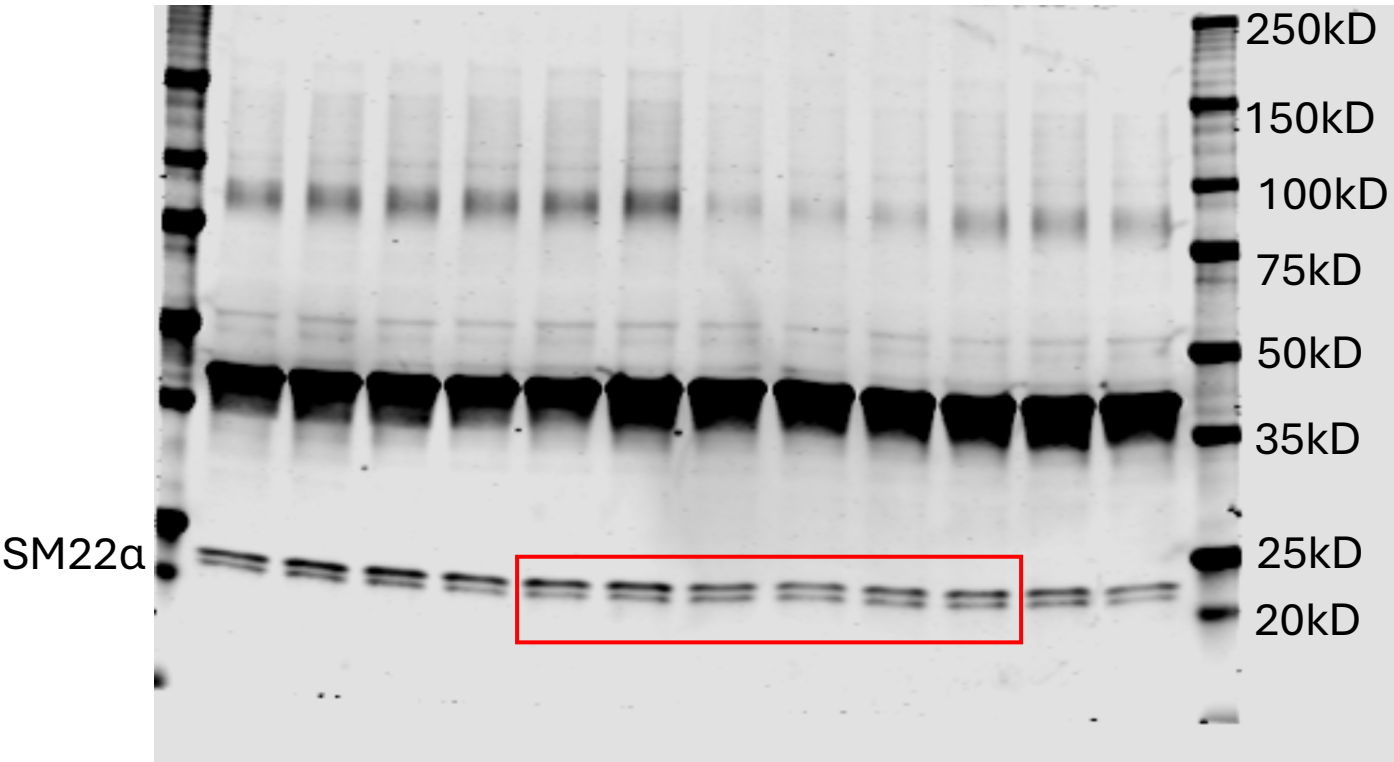

Control+siControl  
sGPNMB+siControl  
sGPNMB+siCD44

Figure 4I

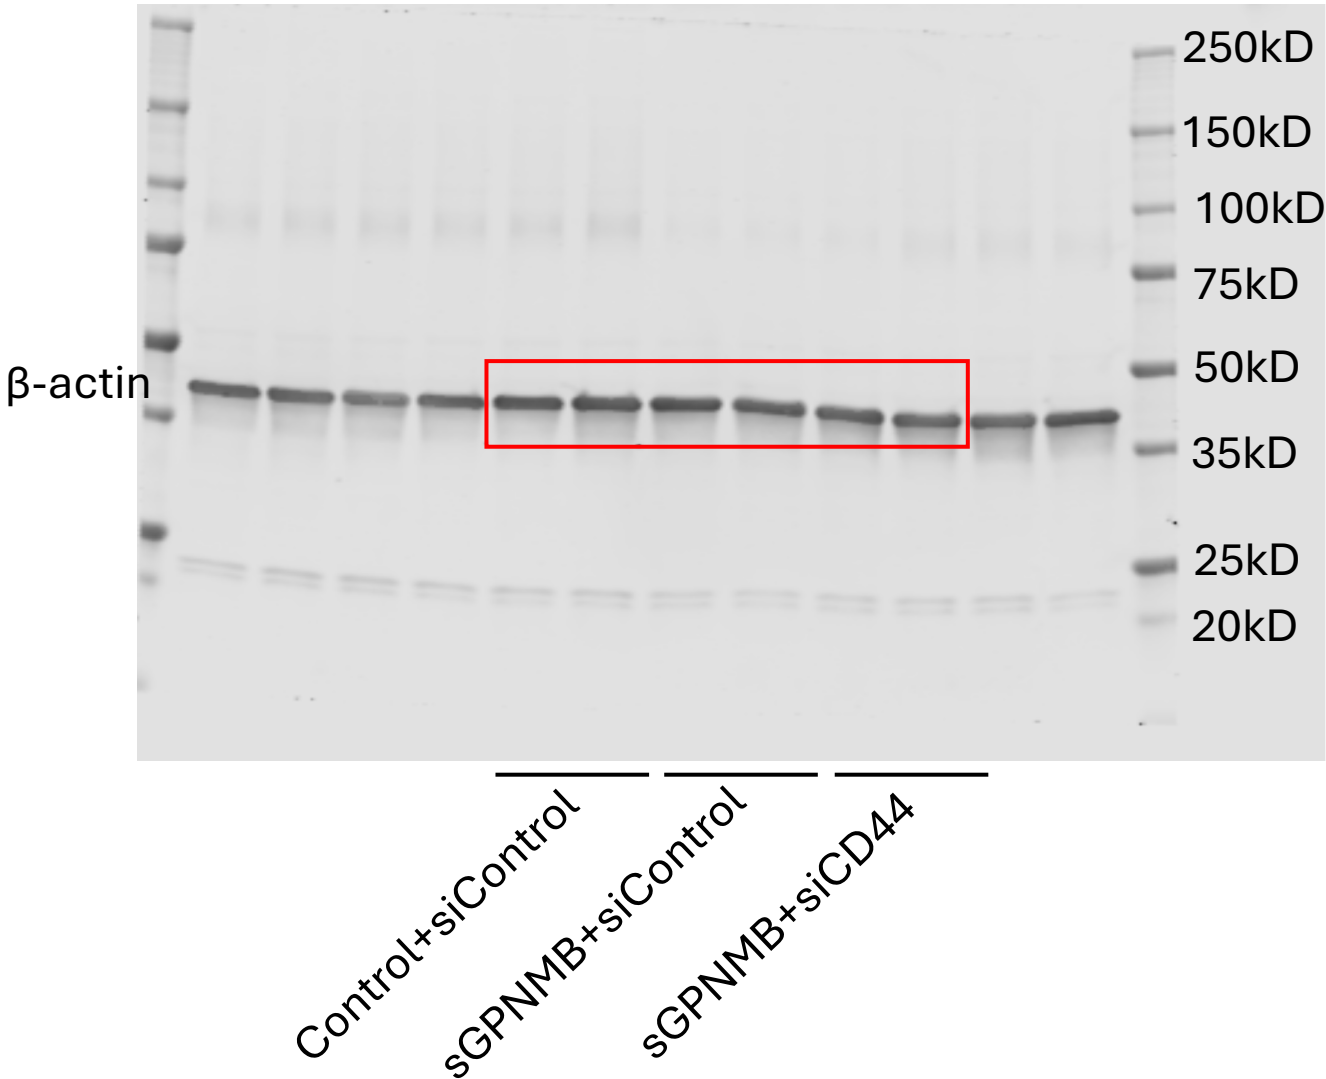

Figure S8

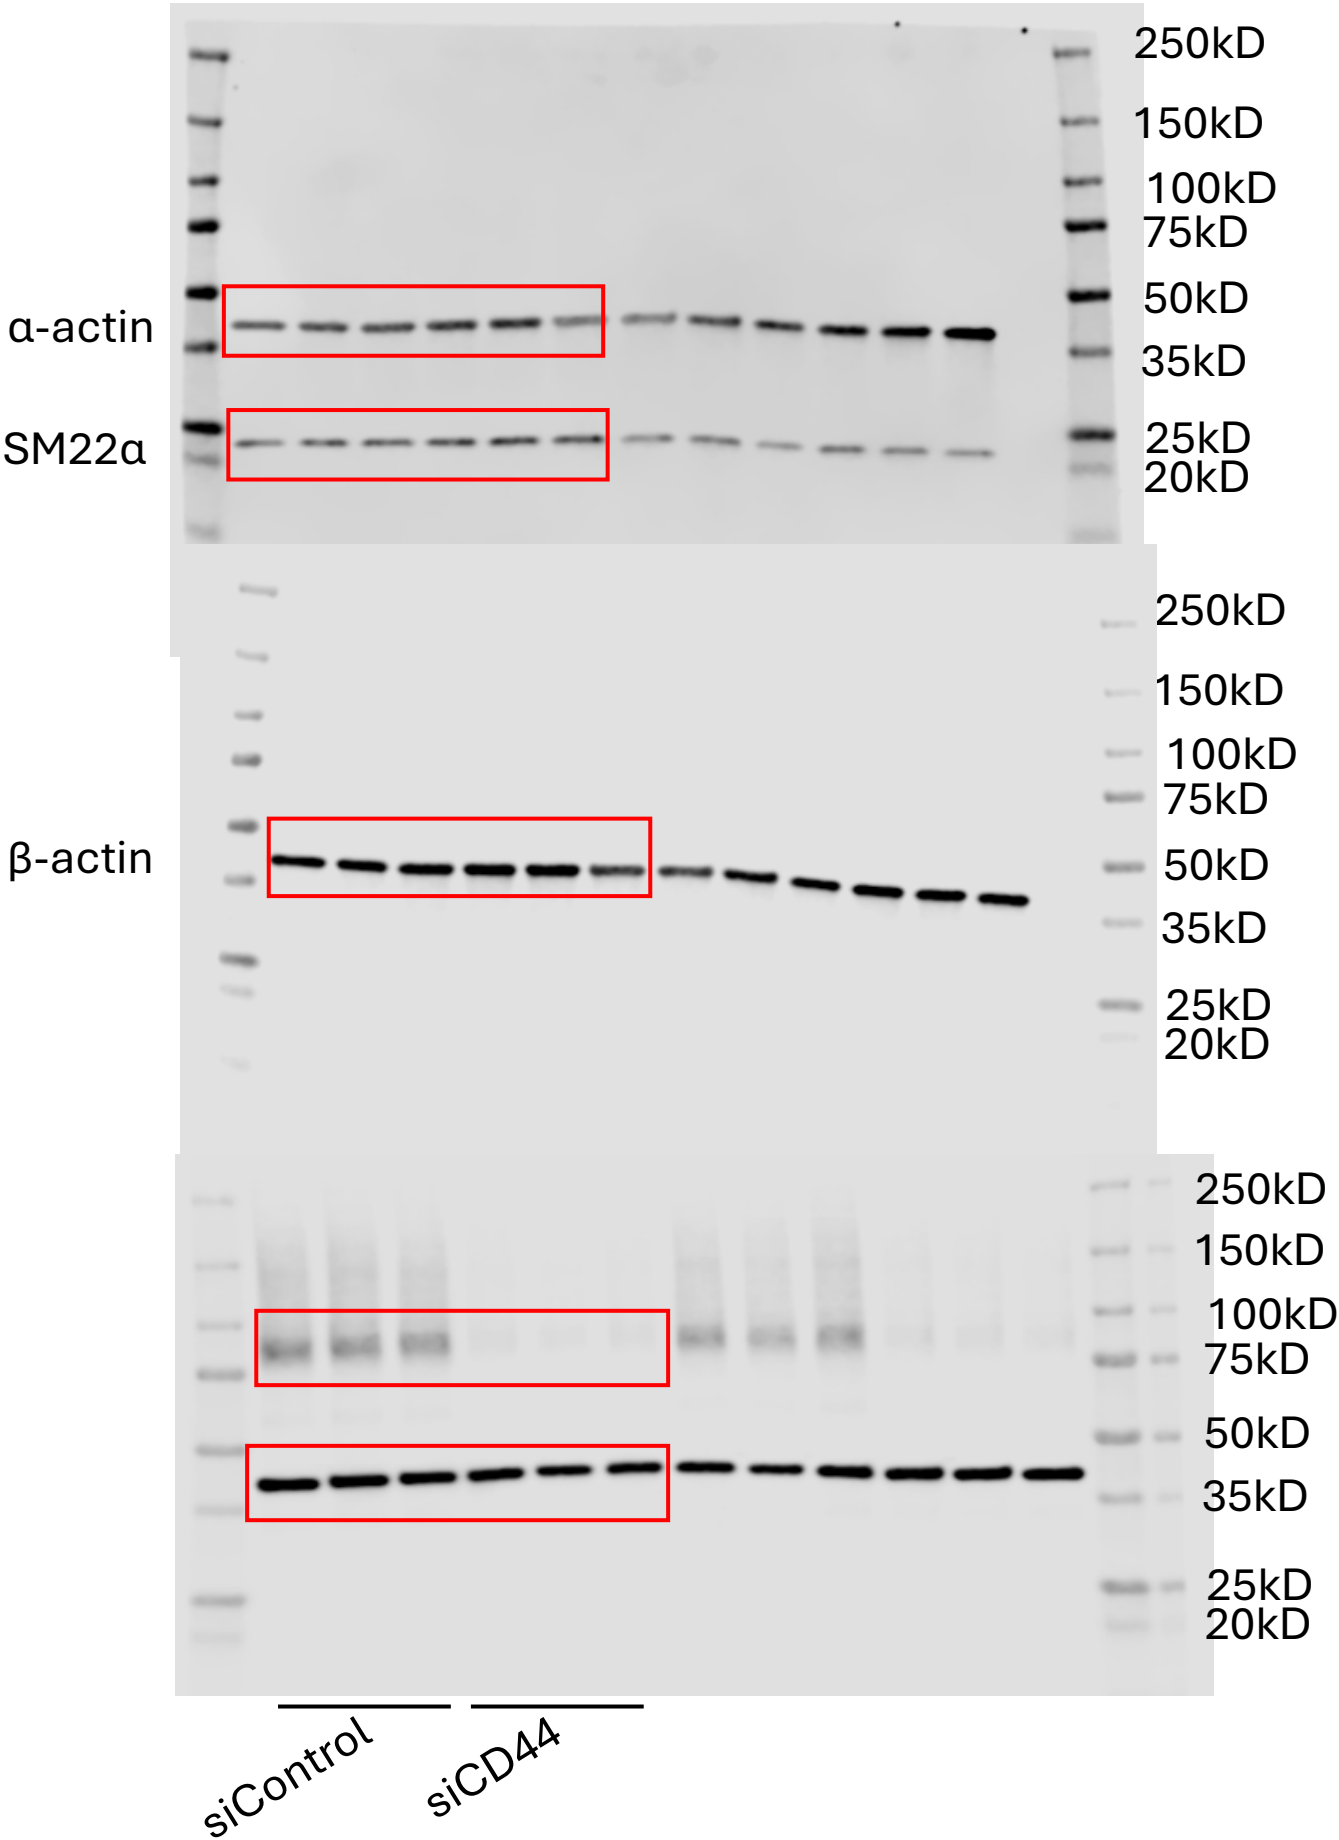

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

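Seq-Scope captures RNA of a tissue section on an array of barcodes with known positions. The authors deposited 1 matrix of UMI counts for all sections, made with STARsolo on mm10, with one column of exonic counts and one of counts over whole genes. These deposited counts are not normalized. The paper's methods remove genes starting with mt or Gm, keep hexagons with 75 or more genes, and use SCTransform and shared nearest neighbor clustering in Seurat, but the paper's text does not name a clustering resolution.

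Barcode positions were placed against the section outlines of Supplemental Figure 1, and the scale of the positions was inferred from that fit. The opposite order of sections gave a residual SD of 2455 μm. Hexagons were clustered with Seurat 5.3.0 and sctransform 0.4.2 on 30 components at resolution 0.8. The replicate is the mouse. Shares and pairs were compared by exact permutation over 3 control and 3 AAA mice, for which the smallest two-sided p is 0.1. UMIs summed per mouse were tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment), with DESeq2 1.42.0 beside it and gene lists tested by camera in limma 3.58.1. Of 28 lists, 13 had 3 or more tested genes. Without the low-count filter the median log2 fold change of all genes moved to 1.25 over all kept hexagons and 0.87 in the smooth muscle region. Control mice had 9672 to 35335 UMIs, which limits the precision for genes of low count.

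Several choices were made after values had been seen. Counts over whole genes, the setting that Supplemental Table 1 names, were clustered first. After both columns had been clustered, exonic counts became the main ones, because detection rates of genes in Supplemental Table 2 that involve no comparison of conditions lay nearer to them. Hexagon numbers were also looked at under 40 combinations of count column, gene filter, gene minimum and area. They ran from 4927 to 42642, and the paper's number was not reached. The naming of clusters went through 2 rules. The first asked for 2 or more fixed markers among a cluster's 10 leading genes. The one used also asks for a log2 fold of 0.5 or more and joins both macrophage lists. It was set after the shares had been seen, its least fold in part so that log normalization would keep a smooth muscle region, which it did not, and it raised the smooth muscle share over named regions in control mice from 49.2% to 69.7%. In the macrophage region, 4 fits with all mice were run, and the first was set aside for its scaling factors. Clustering without the tested genes, in which each region gave its name to the cluster with the largest number of its hexagons in place of the marker rule, the neighbor comparisons at resolution 1.2 and at 50 or more genes, the references with smooth muscle or macrophage hexagons left in place, and the comparison of hexagons by Gpnmb and Ctsb UMIs were also added after the data were seen.

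Named genes were those the paper names for Seq-Scope, together with up to 10 genes of largest change each way past the threshold and alike in all 3 pairs and list members of highest count. The paper's marker tables had been seen when this rule was written. The pair number marks a control and an AAA aorta embedded together. Correlations of the deviations of same-numbered mice were 0.0508, 0.0923 and 0.128.

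The edgeR step was tested on simulated data with known changes. For all kept hexagons (1187 genes) it recovered 82.0% of genes changed by a log2 fold of 2 and 30.0% of those changed by 1. For the smooth muscle region (162 genes) it recovered 95.0% and 48.8%. Of the 1187 genes 200 had been changed, and of the 162 genes 81, so recovery was not measured at the same share of changed genes.

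Single-cell RNA sequencing, immunofluorescence and cell culture experiments of the paper were not analysed here. Lane 1 and tissue left of the first section were not used in any comparison of conditions. Genes found at the same barcode were counted over the pooled matrix, lane 1 included. The spatial prediction on sliding windows was not repeated.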

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

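The tests below were set before their results were seen, although very long genes had already been seen to lead clusters of whole-gene counts, and the comparison with the contractile list was added afterwards. Parts of the deposited data hold signal that the paper does not report on. Barcodes of lane 1 hold 4457470 exonic UMIs. Tissue left of the first section on lane 2 holds 695372 exonic UMIs. In the sections, 56.2% of UMIs counted over whole genes lie outside exons, against 37.4% between the sections and 15.7% on lane 1.

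UMIs outside exons did not follow the activity of genes. Autosomal genes with 100 or more exonic UMIs held 0.991 times as many per kb as genes with none (95% bootstrap interval 0.92 to 1.08), which argues against introns of unspliced RNA as their main source. Genomic DNA of male mice would give X-linked genes without exonic UMIs a clearly lower level than autosomal ones. The ratio was 0.678 (interval 0.561 to 0.765), between the bounds set for and against, so this source remains open. No explanation by the condition of the mice was tested.

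Genes of the hepatocyte list made up 1.95% of exonic UMIs in the aortic sections and 2.23% between them, a ratio of 1.14. The list of contractile smooth muscle genes made up 1.70% and 1.92%, a ratio of 1.12. This list is not specific to the sections, since it made up 2.93% over the tissue left of the first section. For the hepatocyte list, RNA from other tissue that spread over the array and RNA of the sections cannot be told apart by this test. The contractile list was no lower between the sections either, and whether its UMIs there came from the aorta was not tested. The intestine list made up 0.791% in the sections and 1.16% between them, a ratio of 1.47 (interval 1.41 to 1.53). This lay above the ratio of the contractile list (interval 1.09 to 1.16). The intestine list made up 3.23% over the tissue left of the first section and 2.49% on lane 1. Mup20, a gene of the hepatocyte list, was found in 31.2% of hexagons of the unnamed cluster and in 30.3% of the others. The hepatocyte list had a share of 1.41% over the tissue left of the first section.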

How the results depend on the processing

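Counts over whole genes, clustering without the tested genes, the first naming rule, the smooth muscle hexagons left in place and, for Gpnmb, the fits by library size and at 50 or more genes were chosen after the data were seen. The filtered fit of Gpnmb was adopted after the one without a filter had been seen.

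The smooth muscle and macrophage shares kept their direction in every alternative that gave both regions by the marker rule. They also did so with the tested genes left out, where the marker rule calls the cluster taken for smooth muscle an Mgp region. Without each mouse the smooth muscle and macrophage differences ran from -50.9 to -37.4 and from 10.1 to 14.4 percentage points. With the tested genes left out they were -18.8 and 3.45. Only 1.09% of hexagons in control and 0.961% in AAA mice were unnamed there. The nearer main values are therefore those over all hexagons, -33.1 and 7.59. At resolution 0.4, where no cluster was unnamed, the macrophage difference was 3.05. With whole-gene counts it was 1.61 (exact permutation p = 0.2), and 0.58 over all hexagons (exact permutation p = 0.1). The collagen difference ran from 30.8 to 35.3 without each mouse. It was 21.2 at 50 or more genes and 22.1 over all hexagons. With the tested genes left out it was 21.3, to be set beside 22.1 since nearly all hexagons were named there. With whole-gene counts it was 5.12 (exact permutation p = 0.6), and 8.93 over all hexagons (exact permutation p = 0.1). It was reversed in sign at resolution 0.4 (-1.81, exact permutation p = 0.8), within the spread of the control mice (SD 7.78). The cause was not tested. Under log normalization the collagen difference was reversed in sign over named regions (-5.59, exact permutation p = 0.5). Clusters of 1185, 718 and 305 hexagons were unnamed there. Over all hexagons the difference was not reversed (11.6, exact permutation p = 0.1). No smooth muscle region arose at resolution 0.4. With whole-gene counts and log normalization, clusters with as many leading genes past the least fold from the smooth muscle list as from the Mgp list were left unnamed. Under the first rule, log normalization gave a smooth muscle share of 48.3% in control and 31.5% in AAA mice.

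Over all kept hexagons 68 genes passed (26 higher and 42 lower), with 65 by DESeq2 (37 and 28, 52 shared), 65 without the low-count filter (60 and 5, 27 shared), 155 over all barcodes of the sections (50 shared), 197 with whole-gene counts (155 and 42, 46 shared), 71 with the replicate block and 25 to 72 without each mouse (25 without control mouse 1). In the smooth muscle region 12 passed, with 1 by DESeq2, 0 by edgeR without the low-count filter (275 at an unadjusted p under 0.05), 5 at 100 or more genes, 7 at resolution 1.2, 8 with the block and 6 to 16 without each mouse (6 without control mouse 1 or 3). Of 13 gene lists 6 passed, 2 with an estimated correlation (contractile smooth muscle and lysosome) and 7 with the block. The causes were not tested.

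Gpnmb in the macrophage region passed without the filter (log2 fold change 5.29) and without control mouse 2 (8.28), where 0 control UMIs remained, so this value depends on the prior count and is no bound. It ran from 2.57 to 8.28 without each control mouse and was 0.88 at 50 or more genes. Without each AAA mouse the filter left 0, 1 and 0 genes and so no value. The pooled total was 7811552 UMIs without genes starting with mt or Gm. Collagen and macrophage pairs rose by 34.2 to 83.1 without each mouse. The macrophage share near smooth muscle lay 3.03 percentage points under the shuffled one, which reversed to 13.7 above with the smooth muscle hexagons (and so their clumps) left in place.

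Uncalled genes reversed. Without a filter the median of all genes was 1.25, and 0.87 in the smooth muscle region, and each gene that turned positive there stayed below it. Over all kept hexagons these were Fn1 (-0.0258 without AAA mouse 3, to 0.388), Car3 (0.0914 without a filter, -0.698 to 0.401 without each mouse, 0.399 with whole-gene counts) and Scd1 (0.105 by DESeq2, 0.575 without a filter, -0.188 to 0.142 without each mouse, 0.248 with whole-gene counts). In the smooth muscle region they were Tagln (0.271 without a filter, 0.0603 at resolution 1.2), Myl6 (0.0789 without a filter) and Scd1 (0.14 without a filter, 0.241 at 100 or more genes).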

Differences from the paper's values

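The paper's number of hexagons is 104762, and 4927 were kept here. The number was 11626 at 50 or more genes and 2205 at 100 or more, neither near it, and 23671 with counts over whole genes, added after seeing the values. The paper's number of clusters is 12, and 6 arose here. Resolution 1.2 (11) and 50 or more genes (9) lay within 1.5 times of it, while resolution 0.4 (4), log normalization (6) and 100 or more genes (5) did not. Counts over whole genes, chosen after seeing the values, gave 10.

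For the smooth muscle region the paper's values come from tests over hexagons and those here from mice. The paper analysed its hexagons in Seurat, while the main folds here are edgeR ratios of UMIs summed per mouse after TMM scaling. Both kinds of fold need not share one scale. Whether scale accounts for the distances below was not tested, so they are not read as differences in the data. The paper states no error for its folds, so the error below is 1 standard error of the value here at each setting. At the main setting the values lay 1.78 (Acta2), 2.61 (Myl9) and 1.41 (Myl6) standard errors from the paper's, and only that of Myl9 by more than 2. The paper's log2 fold of control over AAA for Acta2 is 0.44, and here it was 0.76. It lay within the error under DESeq2 (0.61), resolution 1.2 (0.52), no low-count filter (0.24) and without AAA mouse 1 (0.64) or 2 (0.59), and outside it under the other alternatives. For Myl9 the paper's value is 0.26 against 0.78 here, within the error only without the low-count filter (0.27). Without that filter the median AAA over control log2 fold change of all genes was 0.87, so neither 0.24 nor 0.27 stands for a change relative to other genes. For Myl6 the paper's value is 0.14 against 0.45 here, within the error under DESeq2 (0.27), resolution 1.2 (0.32) and without AAA mouse 1 (0.18) or control mouse 3 (0.36). Without the low-count filter Myl6 was at -0.08, also within the error but of opposite sign, and the same shift of all genes applies to it.

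The paper states that Myl6 was significantly lower in SMC clusters of AAA. Here it was lower without passing the threshold (adjusted p = 0.316 from edgeR), and it passed when the tested genes were left out of the clustering (adjusted p = 0.028), a setting chosen after seeing the values whose cluster is led by Eln and Ccn2.

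The paper states that Gpnmb in macrophages was markedly higher in AAA. Here its log2 fold change was 2.82 with an adjusted p of 0.0631 from edgeR, and it passed without control mouse 2, where 0 control UMIs remained, and in the fit without a low-count filter. It did not pass with scaling by library size alone (1.87, adjusted p = 0.506) or at 50 or more genes (0.88, adjusted p = 0.455). The fits by library size and at 50 or more genes were chosen after seeing the data, and the filtered fit was adopted after seeing the one without a filter.

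The paper states that collagen fibroblasts lay close to Ctsb-high macrophages, Mgp fibroblasts to Gpnmb-high macrophages, and Gpnmb-high macrophages to SMCs. The paper counts pairs within 45 μm in control and AAA sections. By that measure, collagen and macrophage pairs rose here from 0.556 per section in control to 64.9 in AAA mice (exact permutation test, p = 0.1). This number grows with the number of hexagons, and the ratios below are another measure. Collagen and macrophage pairs were 0.856, 0.618 and 0.712 times the shuffled number in the AAA mice at the main setting. With the macrophage hexagons left in place, a reference chosen after seeing the data, they were 1.03, 0.867 and 0.841 times the expected number, 1.15, 1.27 and 0.987 times at 50 or more genes and 1.28, 0.88 and 0.921 times at resolution 1.2. Pairs of the Mgp and the macrophage region at resolution 1.2 were 1.27, 1.37 and 1.10 times it, which runs in the paper's direction, although Gpnmb is among the leading genes of that Mgp region. Macrophage hexagons lay near smooth muscle in 61.7% of cases against 48.0% expected with the smooth muscle hexagons left in place, above it in all 3 mice, which also runs in the paper's direction, and above it in 2 of 3 mice at resolution 1.2 and at 50 or more genes. The hemoglobin region (55.5%) and the unnamed cluster (53.9%) also lay above their references in all 3 mice. At resolution 1.2 the Mgp region lay 18.0 percentage points above its reference, the hemoglobin region 6.73 and the macrophage region 3.19, and at 50 or more genes the hemoglobin region (4.30) and the unnamed hexagons (4.16) lay farther above theirs than the macrophage region did (0.98). Smooth muscle and macrophage pairs were 1.17, 1.80 and 1.25 times the number expected with the macrophage hexagons left in place, but 0.91, 1.36 and 0.622 times at resolution 1.2 and 0.919, 1.17 and 0.992 times at 50 or more genes. Single genes were used after seeing these values. Hexagons with a Gpnmb UMI lay near smooth muscle more often than those with Ctsb alone or with neither in all 3 mice. Hexagons with a Ctsb UMI and no Gpnmb UMI lay near collagen more often than those with Gpnmb in all 3 mice (means 60.7% and 44.1%), which runs in the paper's direction, but those with neither did so at 64.8%.

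The paper states that SMCs exceed 50% in the normal aorta. The paper's percentages by section leave out its clusters 0, 10 and 11, so the share over named regions is the nearer one to set beside them. It was 69.7% here, under a naming rule set after the shares were seen. Over all kept hexagons, another denominator, it was 49.2%.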

Other observations

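Genes found at the same barcode were captured at one place. Over the pooled matrix, Acta2 and Tagln shared 85 barcodes, 1.75 times the number that their shares among barcodes with as many genes give (95% Poisson interval 1.40 to 2.16, counting error only). Hba-a2 and Hbb-bs shared 69 barcodes, 56.4 times that number (43.9 to 71.4). Gpnmb and Lyz2 shared 5 (ratio 5.04, interval 1.64 to 11.8), and Gpnmb and Acta2 shared 9 (ratio 1.11, interval 0.507 to 2.11). Gpnmb and Ctsb shared 4 (ratio 3.06, interval 0.834 to 7.84) and Col1a2 and Col3a1 shared 47 (ratio 1.205, interval 0.885 to 1.60), intervals that include 1. Acta2 and Col3a1 shared 74 (ratio 0.897, interval 0.704 to 1.13). Without regard to the number of genes at a barcode, the ratio was 36.3 for Hba-a2 and Hbb-bs, 1.38 for Acta2 and Tagln, 4.45 for Gpnmb and Lyz2, 0.929 for Gpnmb and Acta2 (interval 0.425 to 1.76) and 0.79 for Acta2 and Col3a1 (0.623 to 0.996). The expected numbers take no account of the part of the array. The contractile list made up 0.766% of exonic UMIs on lane 1, 1.70% in the sections and 2.93% over the tissue left of the first section. A ratio above 1 is therefore not separated from such differences between parts.

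Sost had the largest decrease among genes past the threshold over all kept hexagons, with a log2 fold change of -2.71 (standard error 0.31, adjusted p = 2.2e-05 from edgeR), and it was lower in AAA in all 3 pairs. Comp had the largest increase, at 2.83 (standard error 0.58, adjusted p = 0.00488 from edgeR). Of the 13 lists tested, the hepatocyte list did not pass the test between conditions (adjusted p = 0.779 by camera).

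The 6 mice can be split in 10 ways, too few for a share of splits under 0.05. For all kept hexagons 1 of 10 splits, the real one, gave 68 calls and the highest other gave 0. For the smooth muscle region 1 of 10 gave 12 and the highest other gave 0. For gene lists 3 of 10 gave 6 or more, and the highest other gave 6.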
